# Identification of differentially expressed genes between sorghum genotypes with contrasting nitrogen stress tolerance by genome-wide transcriptional profiling

**DOI:** 10.1186/1471-2164-15-179

**Published:** 2014-03-05

**Authors:** Malleswari Gelli, Yongchao Duo, Anji Reddy Konda, Chi Zhang, David Holding, Ismail Dweikat

**Keywords:** N-stress, Sorghum, Nitrogen use efficiency, Transcriptome, RNA-seq, Genotypes, Differentially expressed genes

## Abstract

**Background:**

Sorghum is an important cereal crop, which requires large quantities of nitrogen fertilizer for achieving commercial yields. Identification of the genes responsible for low-N tolerance in sorghum will facilitate understanding of the molecular mechanisms of low-N tolerance, and also facilitate the genetic improvement of sorghum through marker-assisted selection or gene transformation. In this study we compared the transcriptomes of root tissues from seven sorghum genotypes having differential response to low-N stress.

**Results:**

Illumina RNA-sequencing detected several common differentially expressed genes (DEGs) between four low-N tolerant sorghum genotypes (San Chi San, China17, KS78 and high-NUE bulk) and three sensitive genotypes (CK60, BTx623 and low-NUE bulk). In sensitive genotypes, N-stress increased the abundance of DEG transcripts associated with stress responses including oxidative stress and stimuli were abundant. The tolerant genotypes adapt to N deficiency by producing greater root mass for efficient uptake of nutrients. In tolerant genotypes, higher abundance of transcripts related to high affinity nitrate transporters (NRT2.2, NRT2.3, NRT2.5, and NRT2.6) and lysine histidine transporter 1 (LHT1), may suggest an improved uptake efficiency of inorganic and organic forms of nitrogen. Higher abundance of SEC14 cytosolic factor family protein transcript in tolerant genotypes could lead to increased membrane stability and tolerance to N-stress.

**Conclusions:**

Comparison of transcriptomes between N-stress tolerant and sensitive genotypes revealed several common DEG transcripts. Some of these DEGs were evaluated further by comparing the transcriptomes of genotypes grown under full N. The DEG transcripts showed higher expression in tolerant genotypes could be used for transgenic over-expression in sensitive genotypes of sorghum and related crops for increased tolerance to N-stress, which results in increased nitrogen use efficiency for sustainable agriculture.

## Background

Sorghum [*Sorghum bicolor* (L.) Moench] is one of the most important staple food grain crops for millions of people living in the West Africa and India [1]. Sorghum performs C_4_ photosynthesis, which makes it adapted to high temperatures and water limitation [2]. Despite its C_4_ nature, sorghum depends on nitrogen fertilizers for high grain yields. In higher plants, N limitation leads to dramatic changes in plant growth and development, such as root branching, leaf chlorosis and reduced seed production [3,4]. Nitrogen is a constituent of amino acids, nucleotides, proteins, chlorophyll, and several plant hormones. It is an important inorganic nutrient for plant growth and development [5,6].

Nitrate is the major source of N in agricultural soils [7], serving both as a nutrient and a signal [3]. As a nutrient, it is absorbed by roots through low- and high-affinity nitrate transporters (NRT1 and NRT2), which is reduced to nitrite by nitrate reductase (NR), and to ammonium by nitrite reductase (NiR). Ammonium is then incorporated into amino acids by glutamine synthetase (GS) and glutamate synthase (GOGAT) [8,3,9]. Localized supply of nitrate strongly promotes the elongation of lateral roots [5]. As a signal, nitrate induces the expression of a number of genes including NRT1, NRT2, NR and NiR [3,10], GS and GOGAT [3,9]. In addition to these nitrogen metabolism genes, expression of different regulatory genes also induced by nitrate. For example, nitrate stimulates the expression of the *Arabidopsis* MADS-box gene, ANR1, regulates lateral root development [5]. It also induces AFG3 (Auxin signaling F-box 3) and which enhances miR393 levels to modulate root architecture [11].

In the past several decades, the increasing use of nitrogen fertilizers in crop production has played a major role in improving yields [6], which underlies our current population growth. However, crop plants use less than half of the applied nitrogen [12]. Excess nitrate volatilizes as reactive N gases by denitrifying bacteria [13] or leaches into waterways and causes eutrophication. Recent analysis showed that acidification of soil results mainly from high usage of N fertilizers [14]. The heavy reliance on fertilizer application has resulted in greater need for environmental protection measures. Therefore, improving nitrogen use efficiency (NUE) by developing genotypes that yield better with limited N supply is a prerequisite for sustainable agriculture. NUE is defined as the amount of biomass and grain yield produced per unit of available N in the soil [15]. The molecular basis of the NUE traits is complex. Genetic variation exists for NUE in sorghum [16] and maize [17], suggesting that scope exists for selecting high NUE genotypes. Interestingly, comparison of N uptake capacities of maize and sorghum under contrasting levels of N availability showed that under non-limiting N supply, the two crops have similar N uptake, while under severe N-limitation the N uptake capacity of sorghum is higher than that of maize [18]. The reason for this difference is unclear, but it could be due to a more developed and branched root system in sorghum compared to maize. Hirel et al. [19] suggested the components involved in N uptake capacity of sorghum are potential candidates for improving N uptake capacity of maize and possibly other crops under N-limiting conditions.

Many efforts have been made to understand the molecular basis of plant responses to N and identifying N-responsive genes in order to manipulate their expression and enable plants to use N more efficiently [20]. In *Arabidopsis*, microarray analysis of gene expression changes in response to different concentrations of nitrate for both short-term and long-term treatments revealed numerous genes involved in nitrogen response [21,22]. In rice, Lian et al. [23] reported expression profiles of 10,422 unique genes using a microarray, while no significant difference was detected in the transcriptomes of leaf tissues, and a total of 471 genes showed differential expression in the root tissues in response to low-N stress. Bi et al. [24] developed a growth system for rice by limiting N and identified N-responsive genes, validated the function of an early nodulin gene, *OsENOD93-1*, by over-expressing in rice. Some of these experiments were performed with a short period of N-stress and identified differentially expressed genes in response to the N-stress in *Arabidopsis*[21] and rice [23]. A transcriptional change in response to longer periods of stress, which is crucial for adaptation to field conditions, has also been identified [22,24]. However, a limitation in these experiments was the use of single genotype. Without comparing the transcriptional differences between N-stress tolerant and sensitive genotypes, it is impossible to separate N-stress tolerant genes from stress responsive genes.

In maize, Chen et al. [25] detected many nitrogen responsive genes by analyzing the global gene expression changes in response to N-stress in leaf tissues of two maize inbred lines with contrasting N-stress tolerance using an affymetrix maize genome array. The transcriptional profiling of two soybean genotypes exposed to N-stress using Illumina RNA-sequencing revealed a number of candidate genes for N utilization [26]. Investigating the N-stress tolerance mechanisms in sorghum could facilitate a better understanding of the genetic bases of low-N tolerance, and so enable the effective use of genetic and genomic approaches to improve sorghum N-stress tolerance. To identify the genes responsible for stress tolerance, genotypes with similar genetic backgrounds, but with contrasting stress tolerance, are ideal for linking candidate genes to the stress tolerance. However, developing such near-isogenic lines requires several years of backcrossing and selection [27]. One alternative is to identify common genes that are differentially expressed between low-N tolerant and sensitive genotypes with different genetic backgrounds under N-stress conditions.

To this end, we conducted transcriptional profiling of seven sorghum genotypes (four low-N tolerant and three low-N sensitive) having differential phenotypic response to N-stress using RNA-seq technology. In this case, we maximized the number of lines analyzed in an attempt to identify common differentially expressed genes (DEGs). We identified a number of common N-stress tolerant DEGs between sensitive and tolerant genotypes under N-limited conditions.

## Methods

### Generating plant material and screening for N-stress tolerance under field conditions

The physiological adaptations to N-stress were compared between two Chinese sorghum lines (China17 and San Chi San) with two U.S. sorghum lines, CK60 and BTx623 grown in greenhouse conditions. The biochemical assays conducted on these genotypes by Maranville and Madhavan [28] showed that assimilation efficiency index and phosphoenolpyruvate carboxylase (PEPcase) activity were significantly greater for the Chinese lines than the U.S. lines. In this project, we developed 210 F_7_ Recombinant Inbred Lines (RILs) by crossing the low-N sensitive U.S line, CK60 with the day-length insensitive and low-N tolerant Chinese line, San Chi San. Each of the RILs was derived from a single F_2_ plant following the single seed descent method until F_7_ generation. Sorghum genotypes KS78, BTx623, CK60, San Chi San, China17 and the F_7_ RILs were evaluated phenotypically in two N regimes for two years with two replications each. Field experiments were conducted at University of Nebraska-Lincoln experimental farms at Mead, Nebraska and consisted of low-N (LN, 0 kg ha^-1^) and normal N (NN, 100 kg ha^-1^) regimes. The LN field had not received any applied nitrogen fertilizer since 1986. Plant height (PH) was measured from base of the plant to tip of the head in centimeter. Biomass and grain yields (BY and GY, t ha^-1^) were recorded under both N regimes. Five of the worst performing RILs (RILs 1-5) and five of the best performing RILs (RILs 6-10) covering the two tails of CK60 × San Chi San population were selected based on their biomass yield (t ha^-1^) under LN conditions.

### Screening the selected genotypes for N-stress under controlled conditions

Seeds from KS78, BTx623, CK60, San Chi San, and China17 sorghum genotypes, five best and worst performing RILs selected from LN field conditions, were planted in Sunshine mix (Canadian sphagnum peat moss, vermiculite, and dolomitic limestone) without added fertilizer (N-stress). These genotypes were also planted in Sunshine mix provided with 100% Hoagland solution (Full N) [29]. The seeds were grown in three inch pots under a 16/8 h photoperiod at 25°C (day) and 18°C (night). The fresh and dry weights of root and shoot tissues of three week old seedlings were measured from both N-conditions.

### RNA extraction from root tissues

The roots were harvested separately from three week old seedlings, all traces of soil removed by repeated gentle washing in de-ionized water, frozen in liquid nitrogen and stored at -80°C until RNA extraction. All samples were taken at middle of the day to minimize diurnal changes in C and N metabolism [30], because the expression levels of nitrate assimilation genes are different at different time points of the day. Total RNA was extracted first using NTES buffer (20 mM TRIS pH 8, 10 mM EDTA, 100 mM NaCl and 1% SDS) and followed by Trizol reagent (Invitrogen) using the manufacturer’s instructions. RNA samples were dissolved in RNAse-free H_2_O, the integrity and quality of the total RNA was checked by a NanoDrop 1000 spectrophotometer and by resolution on a 1% non-denaturing agarose gels. Equal quantities of RNA from the five best performing RILs and the five worst performing RILs were bulked as high-NUE and low-NUE bulks respectively. For RNA-seq, four biological replications of each genotype grown under N-stress were used.

### Illumina RNA-sequencing

RNA-seq was used to identify common DEG transcripts among root tissues of four N-stress tolerant genotypes (San Chi San, China17, KS78, and the high-NUE bulk) and three sensitive genotypes [CK60, BTx623 (reference genome), and low-NUE bulk] grown under N-stress. The experimental process is summarized as follows: RNA libraries were prepared from 4 μg total RNA using the Illumina TruSeq RNA Sample Prep Kit v2 - Set A (RS-122-2002) according to the manufacturer’s instructions. Libraries were analyzed and measured by gel electrophoresis and NanoDrop 1000 Spectrophotometer to a concentration of 10 nM each. Four indexed libraries were pooled into one lane and clusters generated at 8 pM concentration were sequenced on the Illumina Genome Analyzer IIx (GAIIx; Illumina, Inc., San Diego, CA) using three 36-cycle sequencing kits to read 76 nucleotides of sequence from a single end of each insert, by standard multiplexing v8.3 protocol.

### Identification of Differentially Expressed Genes

Short reads with 76 bp generated by GAIIx were initially processed to remove the adapter sequences and low-quality bases at the 3’ end. The short reads were mapped against the *Sorghum bicolor* 79 genome (http://www.phytozome.net/sorghum.php) using Bowtie [31], allowing up to two mismatches. The reads mapped to multiple locations were discarded. The number of reads in genes was counted by HTSeq-count tool [32] with the ‘union’ resolution mode. Then, the edgeR package [33] with TMM normalization method was used to align expression values to a common scale. The reads per kilo base per million (RPKM) values were also calculated for genes as the expression level [34]. The resulting expression values were log_2_-transformed. Average log signal values of four biological replications for each sample were then computed and used for further analysis. The cutoff of log_2_-fold value ≥1 (2-fold absolute value) and adjusted P-value <0.001 (FDR) were used for determining significant DEG transcripts. A total of 12 pair-wise comparisons were made by comparing three sensitive genotypes with each of the four tolerant genotypes to find common DEG transcripts across all genotypes. In addition, tolerant and sensitive genotypes were compared one by one to each other among themselves to asses if the differences in gene expression between sensitive and tolerant genotypes found are usual or unusual for differences among sorghum genotypes.

### Gene Ontology analysis

Sorghum gene ontology (GO) term association information was obtained from http://www.phytozome.net. Using the above gene association file and the GO ID to term index file, the GO annotation file for sorghum was generated by a custom script. The GO::TermFinder [35] was used for enrichment analysis. The GO term with P ≤ 0.05 is defined as enriched GO term with significant DEGs among 12 pair-wise comparisons. This analysis allowed us to determine the major biological functions of DEGs.

### Pathway enrichment analysis

The gene pathway mappings were downloaded from http://genome.jgi-psf.org/Sorbi1/ Sorbi1.download. ftp.html and the filtered model 6 was used in the analysis. The hypergeometric test was applied to identify significantly enriched pathways:

$$P=1-\sum_{i=0}^{m=1}\frac{\left(\frac{M}{i}\right)\;\left(\frac{N-M}{n-i}\right)}{\left(\frac{N}{n}\right)}$$

Where *N* is the number of all genes with pathway annotation, *n* is the number of DEGs in *N*, *M* is the number of genes mapped to a given pathway, and *m* is the number of DEGs in *M*.

The pathways with a P value of ≤ 0.05 are defined as those with significantly enriched genes among 12 pair-wise comparisons.

### Real-time quantitative RT-PCR (qRT-PCR) analysis

qRT-PCR was used to validate and compare the expression of DEG transcripts obtained from RNA-seq experiment on the cDNA synthesized from root tissues grown under N-stress as well as full N. DEG transcripts were analyzed through qRT-PCR using an iQ™5 optical system (Bio Rad, Hercules, CA). Template cDNA samples were prepared using the iScript First Strand Synthesis System Kit (Bio-Rad) for reverse transcriptase-PCR with 500 ng of total RNA. Primers for the PCR reactions were designed to have a melting temperature of 58°C to 62°C and to produce a PCR product between 100 to 150 bp. Six differentially expressed genes were selected to validate the RNA-seq data using qRT-PCR on independent biological replicates. Primers were listed in Additional file 1. The control gene, actin (Sb01g010030) was selected since its expression was found to be stable between the root RNA extracted from different genotypes. Transcript abundance was assayed using SYBR green PCR master mix with 2 μl of 10-fold diluted cDNA and 2 μl of the primers (5 μM). The program used was as follows: initial denaturation for 3 min at 95°C, followed by 40 PCR cycles consisting of 95°C for 10 s, 56°C to 62°C for 30 s, 95°C for 60 s and 55°C for 10 s. For each product, the threshold cycle (CT), where the amplification reaction enters the exponential phase, was determined for three technical replicates and three independent biological replicates per genotype. The comparative 2^–ΔΔCT^ method was used to quantify the relative abundance of transcripts [36].

## Results

### Phenotypic performance of sorghum genotypes under field and controlled conditions

Mean phenotypic performance of the five sorghum genotypes CK60, BTx623, KS78, San Chi San and China17, and the five worst and best performing CK60 × San Chi San RILs tested under NN and LN field conditions were shown in Table 1. Under LN, the biomass and grain yield of sensitive genotypes, CK60 (3.1 t ha^-1^ and 1.1 t ha^-1^) and BTx623 (4 t ha^-1^ and 1.2 t ha^-1^), were lower than the tolerant genotypes KS78 (5.9 t ha^-1^ and 2.2 t ha^-1^), San Chi San (7.6 t ha^-1^ and 5.0 t ha^-1^) and China17 (7.3 t ha^-1^ and 3.9 t ha^-1^), respectively. The biomass and grain yields of RILs 1-5 range from 3 to 3.7 t ha^-1^ and 0.9 to 1.7 t ha^-1^ respectively, which were close to the sensitive genotypes. The biomass and grain yields of RILs 6-10 range from 9.4 to 16.5 t ha^-1^ and 1.0 to 6.7 t ha^-1^ respectively and were higher than the biomass and grain yield of LN tolerant genotypes.

**Table 1:** Performance of five sorghum inbreds, five worst (1-5) and five best performing (6-10) CK60 × San Chi San RILs grown under normal-N and low-N field conditions

**Genotype**	**Plant height (cm)**		**Biomass yield (t ha**^**-1**^**)**		**Grain yield (t ha**^**-1**^**)**	
	**NN**	**LN**	**NN**	**LN**	**NN**	**LN**
RIL-1	113	95	4.1	3.0	1.3	0.9
RIL-2	132	83	9.0	3.1	3.1	1.4
RIL-3	149	77	7.5	3.2	1.6	1.1
RIL-4	147	98	7.6	3.5	3.2	1.7
RIL-5	122	109	8.1	3.7	2.5	0.9
CK60	115	91	6.6	3.1	2.9	1.1
BTx623	140	126	8.2	4.0	2.8	1.2
KS78	132	76	10.1	5.9	4.1	2.2
San Chi San	157	137	16.5	7.6	6.4	5.0
China-17	170	157	13.8	7.3	5.5	3.9
RIL-6	124	93	13.0	11.4	6.2	4.6
RIL-7	152	122	13.2	9.6	4.0	1.0
RIL-8	161	125	13.4	9.4	3.4	2.6
RIL-9	185	168	17.7	15.1	6.2	5.2
RIL-10	163	137	18.4	16.5	7.7	6.7

NN- normal N field (100 kg ha^-1^ fertilizer); LN- low N field (0 kg ha^-1^ fertilizer).

Root systems from N-stress tolerant genotypes were usually more extensive than those of N-sensitive genotypes (not shown). To quantify these differences, we compared root biomass of all genotypes grown under no added N and full-N conditions. Selected genotypes from field evaluations were grown for three weeks in Sunshine mix provided with 100% Hoagland solution (full N) and provided with no added fertilizer (N-stress). The fresh and dry weights of root and shoot tissues from five seedlings were averaged and shown in Table 2. Under N-stress, the average weights of sensitive genotypes and worst performing RILs (1-5) were lower than the tolerant genotypes and best performing RILs (6-10).

**Table 2:** Performance of three-week old seedlings of five sorghum inbreds, five worst (1-5) and five best performing (6-10) performing RILs grown under controlled conditions

	**Full N**				**N-stress**			
**Genotype**	**Fresh weight (g)**		**Dry weight (g)**		**Fresh weight (g)**		**Dry weight (g)**	
	**Root**	**Shoot**	**Root**	**Shoot**	**Root**	**Shoot**	**Root**	**Shoot**
Ril-1	10.5	20.4	0.45	1.83	6.20	3.71	0.35	0.45
Ril-2	9.51	19.0	0.49	1.81	3.71	2.25	0.16	0.21
Ril-3	12.1	21.5	0.72	1.81	6.23	3.45	0.26	0.47
Ril-4	12.2	20.1	0.65	1.64	7.2	3.16	0.35	0.48
Ril-5	9.42	19.2	0.42	1.22	5.86	3.12	0.23	0.33
CK60	10.3	17.9	0.41	1.65	5.10	3.21	0.24	0.41
BTx623	13.0	22.5	0.66	2.00	6.50	3.50	0.44	0.52
KS78	14.1	24.3	0.83	2.36	7.51	4.35	0.50	0.70
San Chi San	12.5	24.7	0.79	2.21	6.89	4.15	0.47	0.59
China17	12.6	26.6	0.77	2.65	7.23	4.49	0.51	0.63
RIL-6	10.5	24.5	0.54	2.34	5.65	3.95	0.36	0.50
RIL-7	16.4	27.7	0.87	2.89	6.85	4.41	0.38	0.53
RIL-8	10.9	23.8	0.52	2.23	5.71	3.75	0.39	0.49
RIL-9	14.6	27.8	0.67	2.44	6.66	4.85	0.41	0.65
RIL-10	13.5	23.1	0.77	2.00	8.35	4.75	0.50	0.48

Full N-full nitrogen (Sunshine mix with 100% Hoagland solution); N-stress- nitrogen stress (Sunshine mix without added fertilizer).

### RNA-seq data analysis

We sought to compare the transcriptomes of multiple N-stress tolerant and sensitive genotypes. To select a tissue type for the RNA-seq, we conducted extensive 2D proteomic comparisons on both leaf and root tissue extracts from three week old seedlings of sensitive and tolerant genotypes grown on Murashige and Skoog medium, as well as 45 day old leaves from soil grown plants, in the presence and absence of added N (not shown). In general, greater protein abundance differences were observed between the root tissues of sensitive and tolerant genotypes grown under N-stress compared to full N. In contrast, no such generalized increase in protein abundance or obvious changes in individual proteins were observed between leaf tissues of three week-old and 45 day old plants grown at either N condition (data was not shown). Therefore, in this study, we focused our transcriptional profiling experiments on root tissues.

Seeds from the selected genotypes were grown in Sunshine mix without fertilizer (N-stress) for three weeks. The seedlings of KS78, China17, San Chi San and best performing RILs have higher root and shoot mass compared to CK60 and worst performing RILs (Table 2). 

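Root RNA of 3-week-old seedlings grown without added fertilizer was sequenced from 7 sorghum genotypes, each with 4 biological replicates (28 libraries). CK60 and BTx623 are U.S. lines and San Chi San and China17 are Chinese lines, all inbred, as is KS78, and BTx623 is the line of the reference genome. The high-NUE and low-NUE bulks (NUE, nitrogen use efficiency) are equal mixtures of RNA from the best and the worst performing recombinant inbred lines (RILs) of CK60 × San Chi San, so each bulk replicate averages several lines. CK60, BTx623 and the low-NUE bulk are the sensitive genotypes and San Chi San, China17, KS78 and the high-NUE bulk the tolerant genotypes. The authors trimmed adapters and low-quality 3′ ends from single-end reads, mapped them with Bowtie to the sorghum genome, discarded reads that mapped to several locations and counted the rest per gene with HTSeq-count in its union mode. The deposited values are these counts, without normalization, for the same list of genes in every library. Discarding reads that map to several places leaves genes with near-identical copies undercounted, and mapping to the BTx623 genome can lose reads of the other lines where their sequence differs. Total counts per library ran from 2192302 to 5466158, with a median of 4471351. By genotype, the totals ran from 3944200 to 5466158 in CK60 (median 4915825), 3148133 to 5185438 in BTx623 (median 4764691), 3580355 to 4807033 in San Chi San (median 4491796.5) and 2706877 to 4709807 in China17 (median 3924761). They ran from 3366492 to 5008408 in KS78 (median 4519451), 2192302 to 4488024 in the high-NUE bulk (median 3233932.5) and 3530217 to 4734566 in the low-NUE bulk (median 4390868). The mean over the 4 replicates is the row of reads in gene regions in Table 3, and all values here rest on these reads in genes rather than on the larger numbers of raw or mapped reads. At these depths a gene with 3 counts stood at 0.55 to 1.37 CPM (counts scaled to a library total of 1e+06), which is the lowest level a single library can show with any reliability. From the deposited counts, TMM factors, CPM and log2 CPM were computed with edgeR, and replicates were kept apart. No pair of replicates of a genotype was so alike that it could be a single library counted again: over the 42 pairs of replicates, the chi-square per gene between their counts ran from 4.0 to 108.2 (median 26.45), against about 1 for sampling noise alone. Replicates with the same number were taken as pairs from the sample labels. Their deviations from the genotype means had a mean correlation of 0.24 between genotypes (permutation p = 1e-04, the smallest that 10000 renumberings can give). Results with the replicate number as a block are therefore given beside those without it. The mean of -0.08 for different numbers is no separate evidence, because deviations from a genotype mean cancel out over its replicates. The 50 most abundant genes took between 9 and 17.8% of the counts of a library, and the TMM factors ran from 0.729 to 1.331.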

To survey the root transcriptome in response to N-stress, cDNA samples were prepared from the root tissues of seven sorghum genotypes [CK60 (1), BTx623 (2), San Chi San (3), China17 (4), KS78 (5), high (6) and low (7) NUE bulks] grown under N-stress conditions and used for Illumina RNA-seq. The total number of reads generated from each library (average of four biological replications) ranged from 7.3 to 8.3 million (Table 3). After filtering, the sequences of the seven libraries were mapped to the sorghum reference genome, and a total of 5851955, 5306235, 5018702, 5399517, 6182990, 5269488, 5751263 sequences were matched (~70% of the reads). The number of reads producing unique sequences ranged from 3.6 to 5.2 million. 

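Genes with at least 1 read were counted in each library and averaged over the 4 replicates of a genotype. The mean was 21496 ± 488 (SD, n = 4) in CK60, 21537 ± 277 in BTx623, 21294 ± 483 in San Chi San, 21160 ± 435 in China17, 21632 ± 348 in KS78, 21336 ± 696 in the high-NUE bulk and 22033 ± 152 in the low-NUE bulk. The low-NUE bulk had the most detected genes in the mean, but its lead over KS78 is of the size of the replicate SD of the other genotypes. The spread followed the depth within the high-NUE bulk, where the libraries with 2360817 and 2192302 reads detected 20747 and 20724 genes and those with 4488024 and 4107048 reads detected 22008 and 21864. Requiring at least 2 reads lowered the means to between 19785 (China17) and 20742 (low-NUE bulk). Counting genes with a read in all 4 replicates left 19156 (China17) to 20377 (low-NUE bulk), whereas a read in any replicate gave 23008 to 23698.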

The number of genes with at least one mapped transcript was 21497, 21537, 21295, 21160, 21632, 21336 and 22033 for libraries 1, 2, 3, 4, 5, 6, and 7, respectively. Similarly, the number of genes with RPKM ≥ 1 was 14972, 14452, 14678, 13924, 14369, 15037 and 14673 for seven libraries respectively.

**Table 3:** Categorization and abundance of transcripts detected with RNA-seq

**Summary**	**Lib 1**	**Lib 2**	**Lib 3**	**Lib 4**	**Lib 5**	**Lib 6**	**Lib 7**
Total raw reads	8312677	7422797	7462817	7695810	8268795	7329570	7907043
Reads mapped to reference	5851955	5306235	5018702	5399517	6182990	5269488	5751263
Alignment	6467410	5758740	5324164	6623514	7615114	6899562	6842041
Unique mapped reads	5236500	4853730	4713240	4175521	4750866	3639414	4660485
Reads in gene region	4810502	4465738	4342745	3816552	4353451	3287048	4261630
Genes with ≥1 reads	21497	21537	21295	21160	21632	21336	22033
Gene # when RPKM is at least 1	14972	14452	14678	13924	14369	15037	14673

Lib 1-7: CK60, BTx623, San Chi San, China17, KS78, high- and low-NUE RIL bulk libraries respectively.

### Differential transcript abundance between sorghum genotypes

To check the variation in transcript abundance between low-N sensitive and tolerant genotypes, 12 pair-wise comparisons were made between three sensitive genotypes [CK60 (1), BTx623 (2) and low-NUE bulk (7)] with each of the four tolerant genotypes [San Chi San (3), China17 (4), KS78 (5) and the high-NUE bulk (6)]. 

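The 28 libraries were fitted together with edgeR's quasi-likelihood model, with a coefficient per genotype and TMM normalization, and each comparison was a contrast of a sensitive with a tolerant genotype. Genes with too few reads were set aside by edgeR's filterByExpr with its defaults, which left 18503 of the 25115 genes with any read. A transcript was called a DEG when its log2 fold change, sensitive over tolerant, was at least 1 in size and its Benjamini-Hochberg adjusted p was below 0.001, as in the paper's methods. The biological coefficient of variation between replicates at the median abundance was 0.39, and the fit had 21 residual degrees of freedom plus 4.5 prior degrees of freedom from the other genes. Because all genotypes share this spread, a difference between genotypes with tight replicates, such as the low-NUE bulk, is judged by the same yardstick as those of CK60 and San Chi San, whose replicates lay further apart. The correlation of log2 CPM between replicates of a genotype was between 0.87 and 0.98 except for replicate 1 of CK60 (0.82 to 0.84 with the other CK60 replicates) and replicate 1 of San Chi San (0.82 to 0.85).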

A total of 486, 527, 279, 941, 589, 695, 550, 1432, 731, 341, 478, and 130 gene transcripts were found to be differentially expressed between 1/3, 1/4, 1/5, 1/6, 2/3, 2/4, 2/5, 2/6, 7/3, 7/4, 7/5, and 7/6 library comparisons (Additional file 2, Figure 1). 

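In the fit over all 28 libraries, CK60 differed from San Chi San in 305 DEG transcripts, 205 of them higher in CK60 and 100 higher in San Chi San. CK60 differed from China17 in 240 (153 higher in CK60), from KS78 in 91 (60 higher in CK60) and from the high-NUE bulk in 345 (209 higher in CK60). For BTx623, 251 DEG transcripts were found against San Chi San (183 higher in BTx623), 171 against China17 (118), 133 against KS78 (87) and 133 against the high-NUE bulk (76). The low-NUE bulk gave 148 against San Chi San (109 higher in the low-NUE bulk), 56 against China17 (52), 61 against KS78 (48) and 1 against the high-NUE bulk. Summed over the 12 comparisons, 1301 of the 1935 calls were higher in the sensitive genotype and 634 higher in the tolerant genotype, and 856 genes were called at least once. With the replicate number as a block, a pairing taken from the sample labels (mean correlation of same-numbered replicates 0.24), the counts rose to 358, 312, 101 and 659 for CK60 against San Chi San, China17, KS78 and the high-NUE bulk. The block gave 308, 232, 173 and 369 for BTx623 and 222, 60, 80 and 0 for the low-NUE bulk, against the same tolerant genotypes. The largest shift of any count came from edgeR's exact test on the 8 libraries of a pair without a filter, which gave 1124 for BTx623 against the high-NUE bulk, and 40 for the low-NUE bulk against the high-NUE bulk.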

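Against the high-NUE bulk, CK60 had 345 DEG transcripts, the most of the 12 comparisons, with 209 higher in CK60 and 136 higher in the high-NUE bulk. BTx623 had 133 against the high-NUE bulk (76 higher in BTx623 and 57 higher in the bulk), fewer than its 251 against San Chi San and 171 against China17. Counts against this bulk rest on the shallowest libraries, with 2192302 to 4488024 reads per replicate. They were also the most dependent on single libraries: with each library left out in turn, the count for CK60 ran from 92 to 443 and that for BTx623 from 44 to 173. Which side had the majority depended on the TMM factors: with library sizes alone, 68 were higher in CK60 and 201 in the bulk, and 40 were higher in BTx623 and 72 in the bulk. With the replicate number as a block, CK60 against the bulk gave 659 and BTx623 against the bulk 369. When each pair was fitted alone with edgeR's exact test and no filter, BTx623 against the high-NUE bulk rose to 1124 and CK60 to 644, the highest and the next highest of the 12 comparisons.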

Higher number of DEG transcripts were observed in BTx623 (1432), and CK60 (941) when compared with the high-NUE bulk (Figure 1). 

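Among the tolerant genotypes, San Chi San differed from China17 in 100 DEG transcripts, from KS78 in 295 and from the high-NUE bulk in 310, by the same fit and cutoffs as for the sensitive against tolerant comparisons. China17 differed from KS78 in 171 and from the high-NUE bulk in 36, and KS78 differed from the high-NUE bulk in 117. In all, 608 genes were called in at least 1 of these 6 comparisons, but only 1 in at least 5 of them. The number of genes in at least 5 comparisons was 2 with the replicate number as a block (same-numbered replicates correlated at 0.24 in their deviations), and between 0 and 2 when single libraries were left out. It was largest, at 9, with edgeR's exact test in place of the quasi-likelihood test.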

Four tolerant genotypes (3, 4, 5, and 6) were compared one by one to each other, 60 gene transcripts showed differential expression in at least five pair-wise comparisons (Additional file 3). Similarly, pair-wise comparisons among three sensitive genotypes (1, 2, and 7) showed 289 transcripts were differentially expressed in at least two comparisons (Additional file 4).

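CK60 differed from BTx623 in 128 DEG transcripts and from the low-NUE bulk in 58, and BTx623 differed from the low-NUE bulk in 71. Of the 185 genes called in at least 1 of these 3 comparisons, 71 were called in at least 2. The smaller counts against the low-NUE bulk, in which CK60 contributed as a parent of the RILs, are of the same order as those of the bulk against China17 (56) and KS78 (61). Leaving out single libraries changed the number of genes in at least 2 comparisons to between 39 and 79. The replicate block raised it to 98, and the exact test on each pair alone without a filter gave the highest number, 225.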

**Figure 1:**
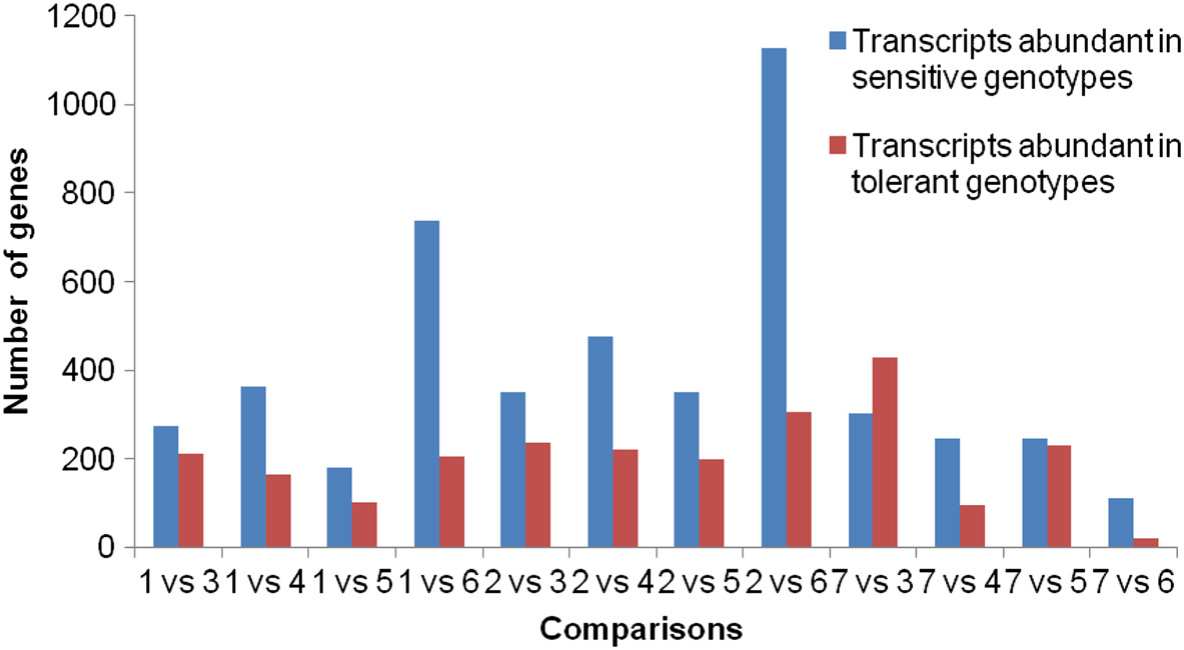
**Number of differentially expressed gene transcripts between sensitive and tolerant genotypes among seven libraries.** 12 pair-wise comparisons (1/3, 1/4, 1/5, 1/6, 2/3, 2/4, 2/5, 2/6, 7/3, 7/4, 7/5, and 7/6) were made by comparing three sensitive genotypes [CK60 (1), BTx623 (2) and the low-NUE bulk (7)] with each of the four tolerant genotypes [San Chi San (3), China17 (4), KS78 (5) and the high-NUE bulk (6)].

### Confirmation of differentially expressed candidate genes

To confirm the gene expression profiling data obtained from RNA-seq, qRT-PCR analysis was used to test the expression of selected candidate genes. The gene specific primers used are listed (Additional file 1). For the genes tested, the differential expression observed with RNA-seq was generally confirmed with qRT-PCR data (Additional file 5). 

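The 6 candidate genes with primers in Additional file 1 gave 72 RNA-seq log2 fold changes over the 12 comparisons, of which 65 were positive (higher in the sensitive genotype) and 7 negative. Of these, 9 passed the DEG cutoffs in the fit over all libraries, in 3 genes, and 8 of the 9 were higher in the sensitive genotype. The Bowman-Birk type trypsin inhibitor (Sb05g026670, chromosome 5 from 60649811 to 60650782) was higher in the sensitive genotype in all 12 comparisons, with log2 fold changes from 1.25 for the low-NUE bulk against the high-NUE bulk to 3.55 (standard error 0.57, adjusted p = 4.3e-04) for CK60 against San Chi San. Its CPM was 231.8 ± 168.1 (SD, n = 4) in CK60, 127.91 ± 63.05 in BTx623 and 91.61 ± 26.91 in the low-NUE bulk, and 19.87 ± 11.05 in San Chi San, 21.3 ± 11.22 in China17, 34.44 ± 17.89 in KS78 and 38.57 ± 13.8 in the high-NUE bulk. A thaumatin (Sb08g022420) was also higher in every sensitive genotype, by log2 fold changes from 0.6 to 3.57, but no comparison reached the cutoff (smallest adjusted p = 0.0036). For chitinase A (Sb05g023710) the log2 fold changes ran from -0.25 to 2.85 (standard error 0.53, adjusted p = 0.0017) and again none was a DEG. With the replicate number as a block, 16 of the 72 comparisons were DEGs, and with edgeR's exact test on each pair alone without a filter 30 were, the largest number under any alternative. Fitting each pair alone with the main test left 1. The paper chose actin (Sb01g010030) as the qRT-PCR control because it found its expression stable between genotypes. In the RNA-seq fit, actin was a DEG in 1 of the 12 comparisons (smallest adjusted p = 7.7e-04, edgeR). Its log2 fold changes ran from -1.18 to 1.72. Actin had 389.97 ± 119.36 CPM in CK60 and 118.67 ± 5.94 in the high-NUE bulk. The qRT-PCR measurements were not analysed here. From the RNA-seq fold changes and the qRT-PCR fold changes of the same comparisons, the paper concludes that the differential expression seen by RNA-seq generally held.

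**Figure D1:**
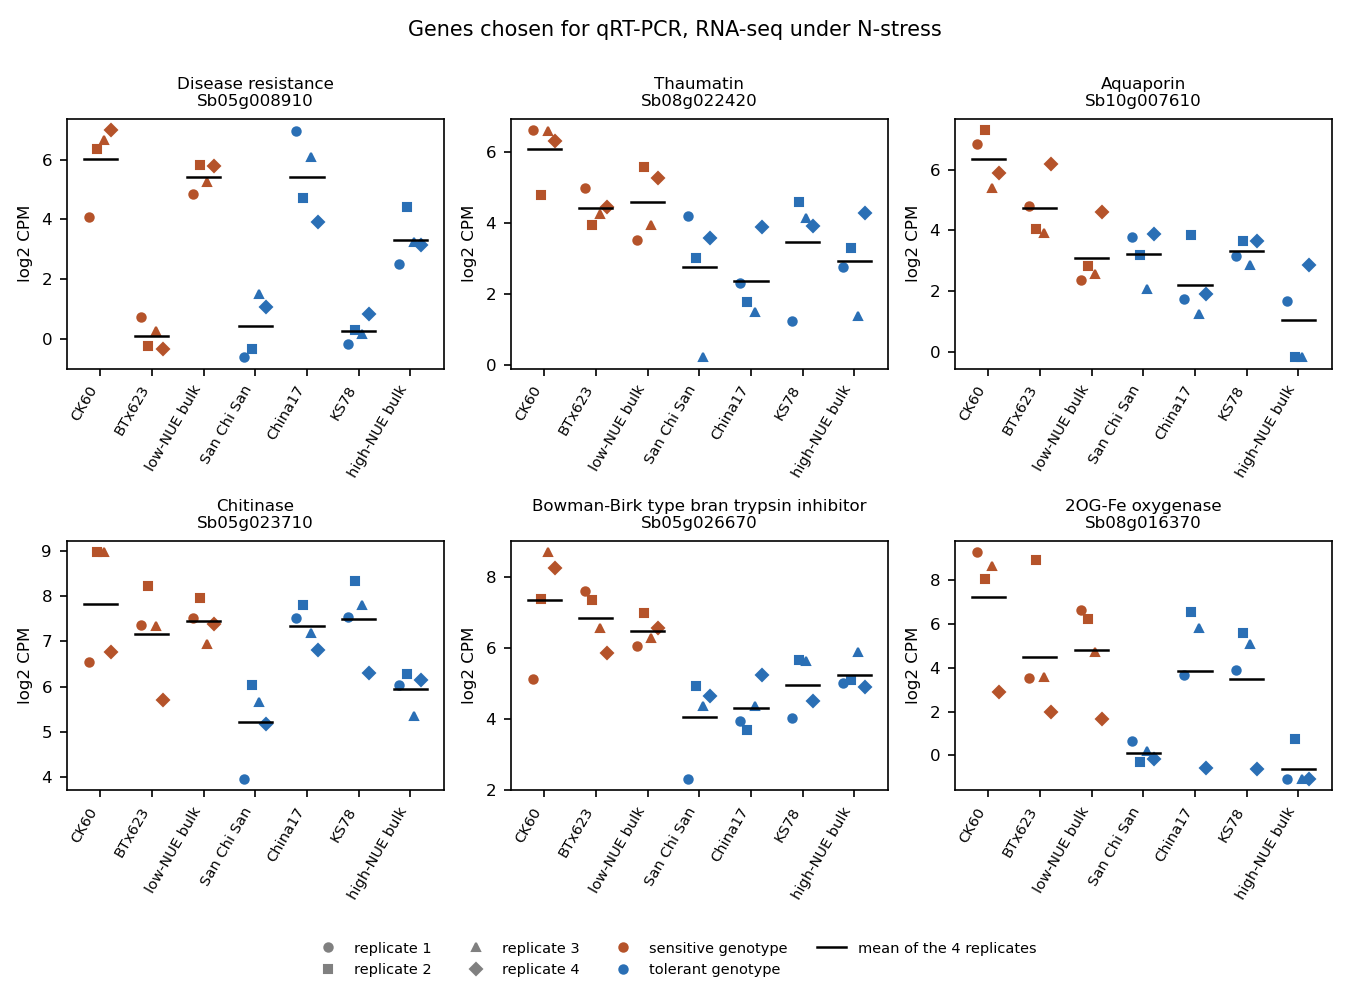
Log2 CPM of the 6 candidate genes in each of the 28 root libraries under N-stress, with a panel per gene, the genotypes on the horizontal axes, a point per replicate, colour for sensitive or tolerant, and a black line at the mean. The trypsin inhibitor is higher in all 3 sensitive genotypes than in all 4 tolerant genotypes in the mean, whereas the disease resistance gene is near the detection limit in BTx623, San Chi San and KS78 and high in CK60, China17 and the low-NUE bulk.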

Since gene expression differences could also result from responses to other deficient nutrients, we tested the expression profiles of the same selected candidate genes in root tissues grown under full N provided with 100% Hoagland solution (Additional file 5). In general, genes that were differentially expressed between sensitive and tolerant genotypes, under low-N were either not differentially expressed or had less pronounced differential expression when grown under full N conditions (Additional file 5). For example, 2OG-Fe oxygenase (Sb08g016370) which had dramatically increased expression in the N-sensitive genotypes between most pair-wise comparisons under low-N (Additional file 5C), was not increased in root tissues of sensitive genotypes when plants grown under full N (Additional file 5C). 

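Under N-stress, 2OG-Fe oxygenase (Sb08g016370, chromosome 8 from 43447740 to 43449505) stood at 319.3 ± 254.27 CPM (SD, n = 4) in CK60, 127.41 ± 237.39 in BTx623 and 50.29 ± 43.93 in the low-NUE bulk. The tolerant genotypes had 0.63 ± 0.35 CPM in San Chi San, 39.93 ± 41.94 in China17, 23.75 ± 20.61 in KS78 and 0.31 ± 0.61 in the high-NUE bulk. The log2 fold change was positive in all 12 comparisons, from 0.34 for the low-NUE bulk against China17 to 10.45 for CK60 against the high-NUE bulk. Replicates differed widely, with counts from 38 to 3607 in CK60 and from 11 to 2576 in BTx623, and no comparison passed the DEG cutoffs (smallest adjusted p = 0.0025, standard error 2.89). A single library carried much of the BTx623 level: without BTx623 replicate 2, the log2 fold change of BTx623 against China17 went from 1.69 to -2.16. With the replicate number as a block, the adjusted p for CK60 against the high-NUE bulk was 3.7e-05 at a log2 fold change of 10.53, and 3 comparisons became DEGs. Plants grown under full N were not analysed here. From the contrast between the N conditions, the paper takes the gene as an example of differential expression seen under low N only.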

A disease resistance gene (Sb05g008910) was differentially expressed to a lesser extent in full N conditions than in N-limited conditions, in most pair-wise comparisons (Additional file 5B and C). 

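Under N-stress, the disease resistance gene Sb05g008910 was at 81.49 ± 46.99 CPM (SD, n = 4) in CK60, 57.87 ± 49.57 in China17, 44.1 ± 13.5 in the low-NUE bulk and 10.82 ± 6.86 in the high-NUE bulk. In the other genotypes it was near the detection limit, at 0.66 ± 0.41 in BTx623, 1.14 ± 1.06 in San Chi San and 0.78 ± 0.37 in KS78, with at most 8 reads in a library. CK60 was therefore higher than San Chi San by a log2 fold change of 6.2 (standard error 0.76, adjusted p = 5.0e-06) and than KS78 by 6.61 (standard error 0.8, adjusted p = 9.1e-06), and the low-NUE bulk higher than both by 5.31 and 5.73. CK60 and China17 could not be told apart (0.49, adjusted p = 0.67). BTx623 was lower than China17, with a log2 fold change of -6.38 (standard error 0.85, adjusted p = 8.7e-06), which makes 5 DEG calls of 12, of which 4 were higher in the sensitive genotype. None of these 5 calls was lost when single libraries of the compared genotypes were left out, nor with the replicate number as a block. The exact test on each pair alone without a filter gave the most calls, 8, whereas the main test fitted to each pair alone gave 1. The full-N plants were not analysed here, and the statement that the differences were smaller there is the paper's.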

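The aquaporin gene Sb10g007610 (chromosome 10 from 7434249 to 7435606) had 92.61 ± 53 CPM (SD, n = 4) in CK60, 32.57 ± 26.99 in BTx623 and 10.15 ± 9.22 in the low-NUE bulk under N-stress, and 9.9 ± 4.79 in San Chi San, 5.51 ± 5.69 in China17, 9.84 ± 2.6 in KS78 and 2.59 ± 3.02 in the high-NUE bulk. CK60 exceeded the tolerant genotypes by log2 fold changes of 3.2 (San Chi San), 4.07 (China17), 3.22 (KS78) and 4.97 (high-NUE bulk), with adjusted p of 0.0044, 8.4e-04, 0.0096 and 2.0e-04 from edgeR's quasi-likelihood test. For BTx623 the values were 1.68, 2.55, 1.71 and 3.45, none of them a DEG. The low-NUE bulk could not be told apart from San Chi San (0.01, standard error 0.68) or KS78 (0.04, standard error 0.67). A replicate block raised the number of DEG calls of this gene from 2 to 5, and library sizes without composition normalization lowered it to 1. The RNA-seq libraries are all from N-stress, so the paper's comparison with full N rests on its qRT-PCR.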

Furthermore, an aquaporin gene (Sb10g007610), which was strongly increased in expression in most of the sensitive genotypes under N-stress, was generally decreased in expression relative to N-stress tolerant genotypes, under full-N. This is reflected by fold-change values of less than one (Additional file 5C).

### Gene Ontology functional annotation of DEGs

After identifying DEG transcripts from 12 pair-wise comparisons, we separated the DEGs abundant in sensitive genotypes from the DEGs abundant in tolerant genotypes. The functional annotations of DEG transcripts were established using GO::TermFinder to see which GO terms are enriched in these two groups of genotypes. GO analysis classify the gene transcripts and gene products into their corresponding biological processes (BP), molecular function (MF), and cellular component (CC). The DEG transcripts with known GO annotation were categorized in to 30 functional groups in sensitive genotypes (Figure 2a) and 11 groups in tolerant genotypes (Figure 2b). In the molecular function ontology, the DEG transcripts associated with catalytic activity were the most abundant group in both sensitive (522) and tolerant (225) genotypes. DEG transcripts associated with heme, tetrapyrrole binding, and nutrient reservoir activity encoding storage proteins such as albumins were found common between sensitive and tolerant genotypes. GO terms associated with molecular functions like peroxidase, hydrolase, antioxidant, dioxigenase, electron carrier activity are enriched in sensitive genotypes. In the biological processes ontology, GO terms associated with metabolic process were the most enriched in sensitive (471) and tolerant (197) genotypes. DEG transcripts related to stress responses including oxidative stress and stimuli were found in sensitive genotypes. Three DEGs associated glutamine metabolic process GO terms were enriched in tolerant genotypes. With respect to cellular component ontology, DEG transcripts associated with extracellular region and apoplast GO terms were found in sensitive genotypes and signal recognition particle terms in tolerant genotypes.

**Figure 2:**
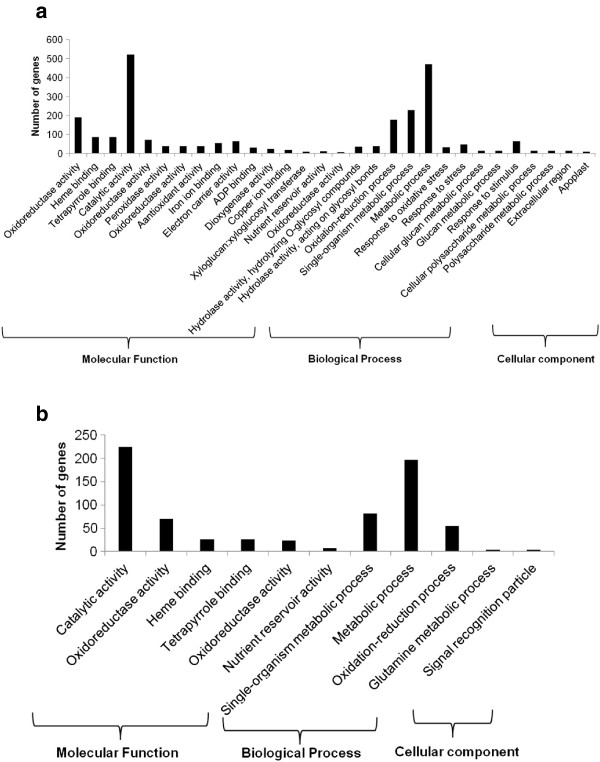
**Histogram showing Gene Ontology functional enrichment analysis. a)** GO terms for DEG transcripts abundant in sensitive genotypes. **b)** GO terms for DEG transcripts abundant in tolerant genotypes.

### Functional enrichment of significant genes

In addition to GO analysis, the DEG transcripts abundant in sensitive genotypes and tolerant genotypes were mapped to terms in KEGG database, and compared with the sorghum reference genome to identify significantly enriched metabolic or signal transduction pathways. 

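The gene lists behind the pathways could be followed in the counts, but not the enrichment itself, since the KEGG map of sorghum genes is not in the files analysed here. The lists of pathways for the sensitive genotypes in Additional file 6 name 212 different genes, of which 202 had enough reads to be tested. Of these, 51 were DEGs with higher abundance in a sensitive genotype in at least 1 of the 12 comparisons of the fit over all libraries. The lists for the tolerant genotypes name 105 genes, 97 of them tested, and 14 were DEGs with higher abundance in a tolerant genotype. Fitting each pair alone with edgeR's exact test and no filter raised these to 146 and 63. The lists of 3 pathways of the sensitive genotypes are shortened in the file, so their later genes could not be followed.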

DEG transcripts with KEGG annotation were categorized into 78 pathways in sensitive genotypes (Additional file 6A) and 68 pathways in tolerant genotypes (Additional file 6B). In both sensitive and tolerant genotypes 59 pathways were common, including inositol phosphate, pyruvate, starch and sucrose, fructose and mannose metabolism, and citrate (TCA) cycle. DEGs associated with flavonoids, stilbene and lignin biosynthesis, fluorine degradation, gamma-hexachlorocyclohexane degradation, ascorbate and aldarate metabolism were enriched in all genotypes. 

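For flavonoid, stilbene and lignin biosynthesis, 33 genes could be read from the shortened list of the sensitive genotypes, and 8 of them were DEGs with higher abundance in a sensitive genotype. For ascorbate and aldarate metabolism, 10 of 33 genes read were such DEGs, for gamma-hexachlorocyclohexane degradation 7 of 28, and for fluorene degradation 7 of 22. In the lists of the tolerant genotypes, 2 of 22 genes of flavonoid, stilbene and lignin biosynthesis, 2 of 15 of ascorbate and aldarate metabolism, 2 of 13 of gamma-hexachlorocyclohexane degradation and 1 of 10 of fluorene degradation were DEGs with higher abundance in a tolerant genotype. With the exact test on each pair alone and no filter, the flavonoid genes rose to 24 in the sensitive lists and 15 in the tolerant lists, the widest change among these pathways. The paper, which used a hypergeometric test for enrichment, states that DEGs of these pathways were enriched in all genotypes.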

The amino acid biosynthetic pathways (phenylalanine, tyrosine, and tryptophan) and primary metabolism pathways like fatty acid, nitrogen, amino sugars, vitamin B6, galactose, glutathione, sulphur and riboflavin were significantly enriched in both sensitive and tolerant genotypes. 

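Of the 6 genes listed under nitrogen metabolism for the sensitive genotypes, 1 was a DEG with higher abundance in a sensitive genotype, and of the 2 listed for the tolerant genotypes, 1 was a DEG with higher abundance in a tolerant genotype. Of the genes under glutathione metabolism, 4 of 11 on the sensitive list and 0 of 12 on the tolerant list were DEGs in the stated direction. These numbers rest on few genes each. When each pair was tested alone by the exact test without a filter, they were 5 and 1 for nitrogen metabolism and 9 and 3 for glutathione metabolism. The paper lists both pathways among those enriched in sensitive and in tolerant genotypes.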

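Among the pathways given for the sensitive genotypes, 1 of 7 listed genes of alanine and aspartate metabolism, 2 of 4 of sterol biosynthesis and 0 of 3 of thiamine metabolism were DEGs with higher abundance in a sensitive genotype in the fit over all libraries. For thiamine metabolism only 2 of the 3 genes had enough reads to be tested, and for sterol biosynthesis only 3 of the 4. The count for alanine and aspartate metabolism was the least stable and reached 6 with the exact test on the pair alone and no filter, while that for thiamine metabolism stayed at 0.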

DEG transcripts associated with alanine and aspartate metabolism, pentose phosphate pathway, amino sugars and thiamine metabolism, aromatic amino acids (phenyl alanine, tyrosine and tryptophan), sterol and alkaloid biosynthetic pathways are enriched in sensitive genotypes (Additional file 6A). The pathways related to folate, pentothenate, aminoacyl-tRNA, lysine biosynthesis and branched chain amino acids (valine, leucine and isoleucine) degradation pathways were enriched in tolerant genotypes. In addition, DEGs related to histidine, aminophosphonate and methionine metabolisms were also enriched in tolerant genotypes (Additional file 6b).

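The pathways named for the tolerant genotypes rest on few genes each. Of 4 genes under folate biosynthesis, 1 was a DEG with higher abundance in a tolerant genotype in the fit over all libraries, and of 2 under pantothenate and CoA biosynthesis, 0. Only 2 of the 4 folate genes had enough reads to be tested in that fit. Aminoacyl-tRNA biosynthesis and lysine biosynthesis list 1 gene each, which was such a DEG. Degradation of valine, leucine and isoleucine, histidine metabolism, aminophosphonate metabolism and methionine metabolism also list 1 gene each, and it was not a DEG in this fit. With the exact test on each pair alone and no filter, all 4 folate genes, both pantothenate genes and each of these single genes were DEGs in at least 1 comparison.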

### Comparison of DEGs between N-stress tolerant and sensitive genotypes

The number of DEG transcripts between low-N tolerant and sensitive genotypes of sorghum were calculated for n = 4 through n = 12, where n is the number of pair-wise comparisons in which the given gene transcript was differentially expressed. 

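No transcript passed the cutoffs in all 12 comparisons of the fit over all libraries, and none in 10 or 11. The most comparisons for a single gene were 9, reached by 4 genes (Sb10g008213, Sb02g005940, Sb02g023370 and Sb07g007710), each higher in the sensitive genotype every time. The comparison of the low-NUE bulk with the high-NUE bulk had 1 DEG in all, so at most 1 gene could be called in all 12. It does not account for the lack of genes in 10 or 11. No alternative gave a gene in all 12 comparisons, and the exact test on each pair alone without a filter raised the number in at least 9 from 4 to 14. When the 7 genotypes were regrouped into 3 and 4 in all 35 ways, the highest number of genes in all 12 comparisons was 3.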

Only two transcripts showed differential expression in all 12 pair-wise comparisons made between all three low-N tolerant and four sensitive genotypes. A total of 183 genes showed differential expression when n = 6, while 33 genes showed differential expression when n = 9 (Figure 3). 

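Counting the genes called in a given number of the 12 comparisons gave 73 in exactly 4, 32 in 5, 35 in 6, 9 in 7, 4 in 8 and 4 in 9. Cumulatively, 157 genes were called in at least 4 comparisons, 84 in at least 5, 52 in at least 6, 17 in at least 7, 8 in at least 8 and 4 in at least 9. Leaving out single libraries moved the number in at least 6 to between 37 and 52 and the number in at least 9 to between 1 and 4. With the replicate number as a block (same-numbered replicates deviated together, mean correlation 0.24), 61 genes were called in at least 6 comparisons and 3 in at least 9. The exact test in the fit over all libraries gave the most genes in at least 6, at 129, and a fit of each pair alone the fewest that kept all libraries, at 3. Of the 35 ways of dividing the 7 genotypes into 3 and 4, the real one gave 52 genes in at least 6 comparisons. At least as many came from 6 ways, the real one included, and the median was 37 and the highest 83.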

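Of the 52 genes called in at least 6 of the 12 comparisons, 1 was also called in at least 5 of the 6 comparisons among tolerant genotypes and 10 in at least 2 of the 3 among sensitive genotypes. Removing them left 41. The removal thus took few genes for differences among tolerant genotypes, because only 1 gene in all met that rule, while 608 differed in at least 1 comparison between tolerant genotypes. With the exact test in place of the quasi-likelihood test, 9 genes met the rule for tolerant genotypes and 191 that for sensitive genotypes, and 89 genes were left. The paper reasons that discarding such transcripts separates those involved in low-N tolerance from unrelated genotype differences.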

From these DEGs, transcripts that showed differential expression among the four tolerant genotypes (Additional file 3) as well as among three sensitive genotypes (Additional file 4) were discarded. This process would differentiate the DEG transcripts involved in low-N tolerance from the genes differentially expressed due to unrelated genotype differences. 

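After the removal, 41 genes remained as common DEG transcripts with at least 6 calls. Of the 35 divisions of the 7 genotypes into 3 and 4, 4, the real one included, left at least as many, with a median of 13 and a highest number of 64. San Chi San took part in 112 of the significant comparisons of these genes and China17 in 111, but KS78 in 24 and the high-NUE bulk in 20. In 20 of the 41 the transcript was absent in San Chi San, with at most 2 reads over its 4 libraries, and in 17 in China17, against 5 in KS78, 2 in BTx623, 2 in the high-NUE bulk, 1 in CK60 and 1 in the low-NUE bulk. A test that treats the genotypes as the units, 3 sensitive against 4 tolerant, found 0 differing genes among 20390 (smallest adjusted p = 0.68, edgeR). Requiring the 6 calls to have the same direction left 40, and the replicate block gave 48. Leaving out single libraries gave 29 to 42, and the exact test gave the most, 89. The paper takes such genes as common between the tolerant and the sensitive genotypes.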

A total of 115 DEG transcripts when n = 6 (Additional file 7) were found common between four tolerant and three sensitive genotypes. Of these, 88 were abundant in sensitive genotypes and 27 DEG transcripts were abundant in tolerant genotypes.

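Of the 41 common DEG transcripts, 36 were higher in the sensitive genotype in every significant comparison and 2 in the tolerant genotype (Sb01g022350 and Sb06g006920). The remaining 3 had significant differences in both directions (Sb01g023100, Sb03g031960 and Sb09g001200). Over all genes called at least once in the 12 comparisons, 600 were higher in a sensitive genotype and 330 in a tolerant genotype in at least 1 of them. With single libraries left out, the number higher in sensitive genotypes ran from 23 to 37 and that in tolerant genotypes from 1 to 7. The replicate block gave 37 and 8, with 3 in both directions, and the exact test 71 and 13, with 5 in both directions.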

**Figure 3:**
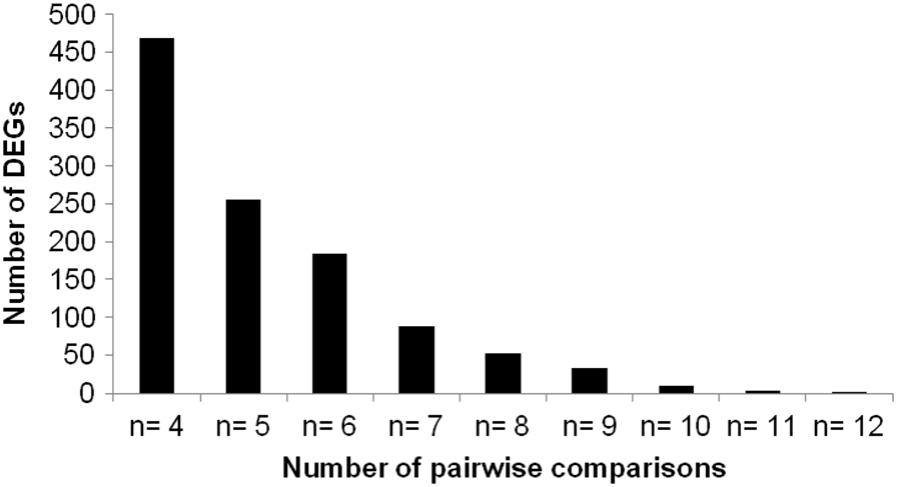
Number of DEGs among 12 pair-wise comparisons made between three sensitive and four tolerant genotypes; n = the number of comparisons in which the given gene transcript was differentially expressed.

### Differential expression of nitrogen metabolism genes in sorghum genotypes

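The 7 loci of nitrogen transport and assimilation in Table 4 gave 84 log2 fold changes over the 12 comparisons, 38 positive and 46 negative, and none passed the DEG cutoffs in the fit over all libraries. The median log2 fold change of the loci lay between -0.57 and 0.25 in every comparison. Of the high affinity nitrate transporters, the NRT2.5 or NRT2.7 locus (Sb03g032310) and the locus given for NRT2.2, NRT2.3 and NRT2.6 (Sb04g001000) were lower in the sensitive genotype in all comparisons with China17, KS78 and the high-NUE bulk, with standard errors of 0.97 to 0.99 and 0.74 to 0.75. The exact test on each pair alone without a filter called 2 of the 84 DEGs, the replicate block 2 and DESeq2 3. None of these calls was for a transporter. From its own fold changes, the paper concludes that N-stress increased the abundance of these transporters in tolerant genotypes. Growth at full N, which would show an increase by N-stress itself, was not analysed here.

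**Figure D2:**
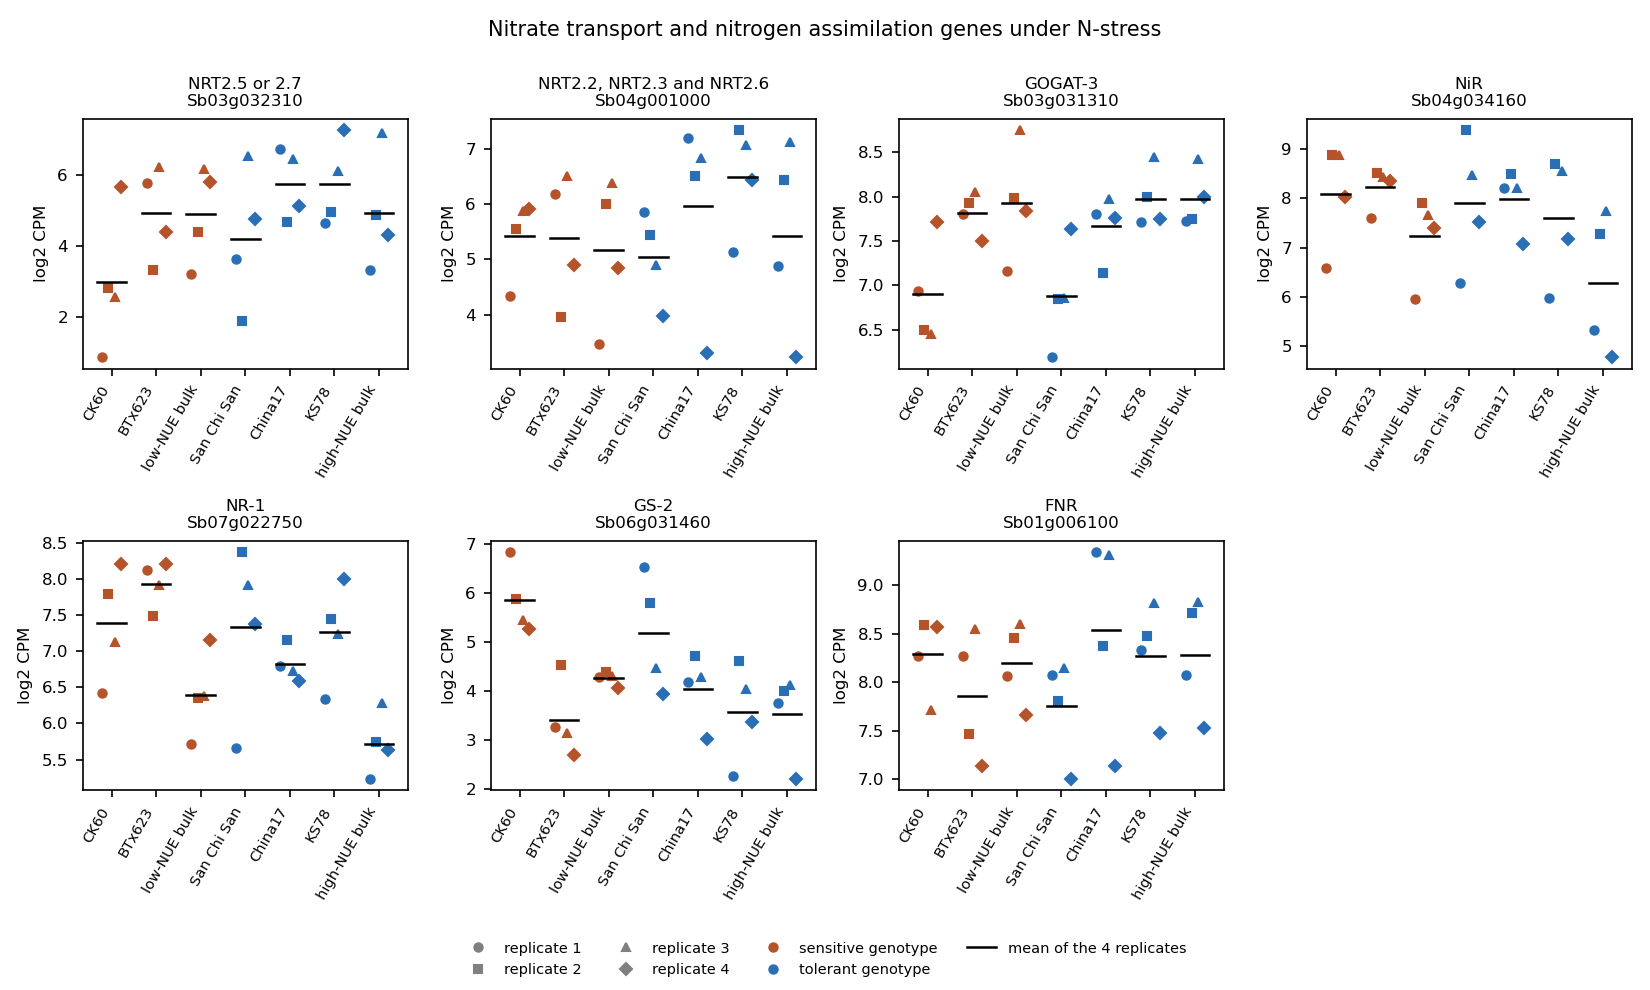
Log2 CPM of the 7 loci of Table 4 in each of the 28 root libraries, with a panel per locus, a point per replicate, the genotypes on the horizontal axes, colour for sensitive or tolerant, and a black line at the mean of 4 replicates. For Sb03g032310, the mean CPM is 15.86 in CK60 and 69.3 in KS78, with replicates spread over more than an order of magnitude in CK60.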

RNA-seq results for known nitrogen transport and assimilation genes indicate that N-stress increased the abundance of gene transcripts encoding high affinity nitrate transporters in tolerant genotypes (Table 4). For example, transcript encoding nitrate transporter NRT2.5 or NRT2.7 was abundant in tolerant genotypes compared to CK60. 

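The locus for NRT2.5 or NRT2.7 (Sb03g032310) had 15.86 ± 22.9 CPM (SD, n = 4) in CK60, against 33.64 ± 40.57 in San Chi San, 63.43 ± 39.5 in China17, 69.3 ± 58.95 in KS78 and 50.19 ± 62.55 in the high-NUE bulk. The log2 fold changes of CK60 over these were -1.05 (standard error 0.99, adjusted p = 0.77), -1.97 (standard error 0.99, adjusted p = 0.26), -2.11 (standard error 0.98, adjusted p = 0.44) and -1.62 (standard error 0.99, adjusted p = 0.25). The direction was the same in all 4 with all libraries in the fit, but none of the differences could be told from replicate error, and the adjusted p from edgeR did not fall below 0.25. CK60 replicate 4 carried much of its level: without it the values fell to between -4.01 and -2.95. The direction was not kept in every fit. Without San Chi San replicate 3, CK60 against San Chi San turned to 0.18. With replicates 1 and 4 only, chosen after seeing the data, CK60 was at 0.43 against San Chi San and 0.87 against the high-NUE bulk. With the replicate block, CK60 against China17 came to -2.4 (adjusted p = 0.084). The paper concludes that the transcript was abundant in tolerant genotypes compared to CK60.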

Other transcripts encoding nitrate transporters, NRT2.2, NRT2.3, and NRT2.6 were also abundant in China17 and KS78 compared to sensitive genotypes. 

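NRT2.2, NRT2.3 and NRT2.6 share a single locus in Table 4 (Sb04g001000), so they are 1 measurement here. China17 had 89.91 ± 58.56 CPM (SD, n = 4) and KS78 104.08 ± 55.72, and CK60 46.04 ± 18.63, BTx623 51.79 ± 35.56 and the low-NUE bulk 46.25 ± 32.86. Against China17 the log2 fold changes of CK60, BTx623 and the low-NUE bulk were -0.97, -0.79 and -0.96, and against KS78 -1.18, -1.01 and -1.17. All 6 point to higher abundance in the tolerant line, but with standard errors of 0.74 to 0.75 and adjusted p of 0.49 to 0.73 none stands clear of the spread of the replicates. Scaling by library size alone moved the low-NUE bulk against China17 to -0.67, and the replicate block moved CK60 against China17 to -0.7.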

Fd NADP (+) reductase (FNR) transcript was abundant in China17 compared to sensitive genotypes, but the response was slight. 

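For FNR (Sb01g006100), China17 had 437.87 ± 246.68 CPM (SD, n = 4), CK60 319.96 ± 81.4, BTx623 249.97 ± 110.04 and the low-NUE bulk 300.98 ± 83.43. The log2 fold changes against China17 were -0.45 (adjusted p = 0.57) for CK60, -0.81 (standard error 0.41, adjusted p = 0.38) for BTx623 and -0.54 (adjusted p = 0.65) for the low-NUE bulk, none of them a DEG in the edgeR fit. Single libraries moved the value for BTx623 between -1.1 and -0.55, the lower end without China17 replicate 4, while library sizes without TMM gave -0.87. The paper takes the response as slight.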

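GOGAT-3 (Sb03g031310) stood at 127.11 ± 56.83 CPM (SD, n = 4) in CK60, 256.46 ± 64.51 in KS78, 256.01 ± 61.47 in the high-NUE bulk, 207.28 ± 46.62 in China17 and 125.28 ± 52.52 in San Chi San. CK60 was lower than KS78 by a log2 fold change of -1.01 (standard error 0.33, adjusted p = 0.14) and lower than the high-NUE bulk by -1.01 (standard error 0.33, adjusted p = 0.033). It was lower than China17 by -0.7 (adjusted p = 0.21) and level with San Chi San (0.02, adjusted p = 0.99). The differences from KS78 and the high-NUE bulk are about 3 times their standard errors but miss the cutoff of 0.001. Library sizes in place of TMM moved CK60 against the high-NUE bulk to -1.3 (adjusted p = 0.014). With the replicate block it was -0.99 (adjusted p = 0.017).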

Expression of a transcript encoding enzymes involved in ammonia assimilation, glutamate synthetase (GOGAT-3) was abundant in KS78 and high-NUE bulk, but not in China17 and San Chi San relative to CK60. Conversely, glutamine synthetase (GS-2) transcript was abundant in CK60 compared to tolerant genotypes. 

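GS-2 (Sb06g031460) had 63.11 ± 34.46 CPM (SD, n = 4) in CK60, 45.73 ± 34.98 in San Chi San, 17.58 ± 7.56 in China17, 13.52 ± 8.4 in KS78 and 12.45 ± 5.75 in the high-NUE bulk. The log2 fold changes of CK60 were 1.85 (standard error 0.54, adjusted p = 0.042) over China17, 2.23 (standard error 0.54, adjusted p = 0.031) over KS78 and 2.37 (standard error 0.55, adjusted p = 0.0056) over the high-NUE bulk. Over San Chi San it was 0.46 (standard error 0.53, adjusted p = 0.83), which cannot be told from no difference. Without CK60 replicate 1, the value against the high-NUE bulk was 1.93. With the replicate number as a block, CK60 against the high-NUE bulk came to 2.41 (adjusted p = 0.00066), and library sizes in place of TMM gave 2.13. The paper concludes that the transcript was abundant in CK60 compared to tolerant genotypes.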

Similarly, transcripts encoding genes involved in nitrate assimilation, nitrate reductase (NR-1), nitrite reductase (NiR) were abundant in CK60 and BTx623 compared to the high-NUE bulk.

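NR-1 (Sb07g022750) had 184.88 ± 91.45 CPM (SD, n = 4) in CK60, 247.74 ± 50.97 in BTx623 and 54.08 ± 16.98 in the high-NUE bulk, with log2 fold changes over the bulk of 1.78 (standard error 0.43, adjusted p = 0.007) for CK60 and 2.2 (standard error 0.43, adjusted p = 0.0032) for BTx623. NiR (Sb04g034160) had 324.13 ± 181.93, 308.22 ± 78.28 and 108.16 ± 89.94, with 1.59 (standard error 0.66, adjusted p = 0.091) and 1.52 (standard error 0.66, adjusted p = 0.14). The NR-1 differences are 4 to 5 times their standard errors but miss the cutoff of 0.001, and those of NiR are smaller against their error. For the replicate block, NR-1 in BTx623 against the bulk was 2.28 (adjusted p = 0.00039), which is a DEG, and NiR 1.88 (adjusted p = 0.0051). Same-numbered replicates deviated together with a mean correlation of 0.24. Scaling by library size alone lowered NR-1 in CK60 to 1.41 and NiR in CK60 to 1.18, and leaving out replicate 3 of the bulk raised the latter to 2.15. The paper takes both as abundant in CK60 and BTx623 compared to the high-NUE bulk.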

**Table 4:** Differential expression of nitrogen metabolism genes among sorghum genotypes

**Gene name**	**Locus**	**Log(FC) = log**_**2 **_**(sensitive/tolerant genotype)**											
		**1/3**	**1/4**	**1/5**	**1/6**	**2/3**	**2/4**	**2/5**	**2/6**	**7/3**	**7/4**	**7/5**	**7/6**
NRT2.5 or 2.7	Sb03g032310	-1.6	-3.4	-4.1	-2	ns	ns	-1.9	ns	ns	-1.6	-2	ns
HANT:NRT2.2	Sb04g001000	ns	-1.9	-2.2	ns	ns	-1.6	-1.9	ns	ns	-1.8	-2.2	ns
HANT:NRT2.3	Sb04g001000	ns	-1.9	-2.2	ns	ns	-1.6	-1.9	ns	ns	-1.8	-2.2	ns
HANT:NRT2.6	Sb04g001000	ns	-1.9	-2.2	ns	ns	-1.6	-1.9	ns	ns	-1.8	-2.2	ns
GOGAT-3	Sb03g031310	ns	ns	-1.8	-1.8	ns	ns	ns	ns	-2	ns	ns	ns
NiR	Sb04g034160	ns	ns	ns	3.6	ns	ns	ns	3.9	-1.6	-1.5	ns	2.1
NR-1	Sb07g022750	ns	ns	ns	3.7	ns	2.1	ns	4.8	-1.9	ns	-1.9	1.8
GS-2	Sb06g031460	ns	4.1	5.3	6	-4	ns	ns	ns	-2.6	ns	ns	ns
FNR	Sb01g006100	ns	ns	ns	ns	ns	-1.6	ns	ns	ns	ns	ns	ns

ns = non-significant when FDR ≤ 1; Log(FC) is the log_2_ ratio of gene transcript between sensitive genotypes [CK60 (1), BTx623 (2), low-NUE bulk (7)] and tolerant genotypes (San Chi San (3), China17 (4), KS78 (5), High-NUE bulk (6)]; If Log(FC) <0, negative values indicate transcript is abundant in tolerant genotypes and if Log(FC) >0, positive values indicate transcript is abundant in sensitive genotypes.

### DEG transcripts abundant in sensitive genotypes under N-stress

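Of the 27 genes in Table 5, 18 were DEGs in at least 1 of the 12 comparisons of the fit over all libraries, 7 in at least 6, and the same 7 were common DEG transcripts. The 324 comparisons gave 287 positive log2 fold changes and 36 negative ones, and 73 DEG calls, all of them higher in the sensitive genotype. The calls were 14 for CK60 against San Chi San and 12 against China17, but 3 against KS78 and 4 against the high-NUE bulk. For BTx623 they were 10, 9, 5 and 3, and for the low-NUE bulk 6, 6, 1 and 0, in the same order. The median log2 fold change of the genes against KS78 was 1.39 for CK60, 0.31 for BTx623 and 0.38 for the low-NUE bulk. The replicate block made 95 calls, and the exact test on each pair alone without a filter moved the number most upwards, to 134. Fitting each pair alone with the main test lowered the number to 20.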

A higher number of gene transcripts were abundant in sensitive genotypes under N-stress, (Additional file 7), some of which were listed in Table 5. 

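Chalcone and stilbene synthase (Sb07g004700) was low in all genotypes, with 4.82 ± 4.04 CPM (SD, n = 4) in CK60 and no reads in KS78, and log2 fold changes of 3.84 (adjusted p = 0.03) and 4.88 (adjusted p = 0.013) for CK60 against San Chi San and China17. Its 7.35 against KS78 is set by the prior count, as the standard error of 3.02 shows, and no comparison was a DEG. Choline monooxygenase (Sb10g028700) had 40.34 ± 37.59 CPM in CK60, 23.63 ± 11.08 in BTx623 and 28.04 ± 17.54 in the low-NUE bulk, against 1.1 ± 1.75 in San Chi San, 0.67 ± 0.32 in China17 and 0.23 ± 0.46 in KS78, but 18.91 ± 16.91 in the high-NUE bulk. It was a DEG in 2 comparisons, among them CK60 against KS78 (7.03, standard error 1.45, adjusted p = 7.3e-04), whereas against the high-NUE bulk CK60 was at 1.08 (adjusted p = 0.33). The gene with a flavin-containing domain (Sb07g005780) was a DEG in 4, with 3.84 (standard error 0.56, adjusted p = 1.4e-04) for CK60 against San Chi San and 4.41 (standard error 0.58, adjusted p = 4.8e-05) against China17, and positive in all 12. With a replicate block the calls were 0, 5 and 5, and the most calls came from the exact test on each pair alone without a filter, 3, 9 and 9.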

Transcripts encoding flavonoids and stilbene biosynthesis including chalcone and stilbene synthase, flavanone 3-hydroxylase, choline monooxygenase and flavin containing domains were abundant in sensitive genotypes. 

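Leucoanthocyanidin dioxygenase (Sb06g014550) had 46.31 ± 20.44 CPM (SD, n = 4) in CK60 and 34.32 ± 8.81 in BTx623, against 4.85 ± 1.39 in San Chi San and 5.37 ± 3.46 in China17, but 24.96 ± 15.5 in KS78. CK60 exceeded San Chi San by a log2 fold change of 3.25 (standard error 0.41, adjusted p = 1.3e-05) and China17 by 3.06 (standard error 0.41, adjusted p = 3.5e-05), and BTx623 exceeded them by 2.82 (adjusted p = 9.6e-05) and 2.63 (adjusted p = 2.4e-04). Against KS78 neither CK60 (0.89, adjusted p = 0.36) nor BTx623 (0.45, adjusted p = 0.78) differed. CYP71A25 (Sb07g000550) had no reads in San Chi San, so the 10.63 of CK60 against it is set by the prior count (standard error 4.58, adjusted p = 4.8e-04), and this was its only DEG call. CYP87A2 (Sb05g004900) was nearly absent in San Chi San and KS78, with 7.39 (standard error 1.73, adjusted p = 4.6e-05) and 7.45 (standard error 1.72, adjusted p = 1.2e-04) for CK60, but China17 (7.66 ± 5.99 CPM) could not be told from CK60 (15.16 ± 6.47 CPM, 0.99 (adjusted p = 0.38)). The replicate block raised the calls from 6, 1 and 4 to 8, 3 and 7, and DESeq2 moved the fold change of CYP71A25 in CK60 against San Chi San to 9.94.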

Abundance of a DEG transcript encoding leucoanthocyanidin dioxygenase, and transcripts encoding cytochrome P450’s (CYP71A25, CYP87A2, CYP72A15) were higher in CK60 and BTx623 compared to San Chi San, China17 and KS78. 

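The cell wall genes differed in how well their differences stood out. The alpha/beta hydrolases Sb10g021250 and Sb1306s002010 were each DEGs in 6 comparisons, all against San Chi San or China17, where they were nearly absent, with log2 fold changes of 10.14 (standard error 2.38, adjusted p = 1.2e-05) and 7.43 (standard error 1.06, adjusted p = 2.2e-05) for CK60 against San Chi San. Against KS78, CK60 gave 1.39 (adjusted p = 0.5) and 1.27 (adjusted p = 0.55). Of the peroxidases, Sb09g020980 was a DEG in 4 comparisons and Sb09g021000 in 1, with 8.72 (standard error 2.42, adjusted p = 7.7e-06) (no reads in San Chi San) and 3.64 (standard error 0.6, adjusted p = 4.6e-04) for CK60 against San Chi San, whereas China17 could not be told from CK60 for either (0.68 and 0.46). Beta-1,3-glucanase (Sb08g019670) was a DEG in 2, with 3.94 (standard error 0.65, adjusted p = 3.2e-04) for CK60 against San Chi San, and fell below KS78 in BTx623 by -1.08, not a DEG. Beta-expansin (Sb10g028070) and chitinase A glycosyl hydrolase (Sb05g023710) had no DEG, with highest values of 3.97 (adjusted p = 0.015) and 2.85 (adjusted p = 0.0017). With each pair tested alone by the exact test and no filter, the calls became 1 for beta-expansin, 2 for chitinase A and 6 for Sb09g021000.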

The transcripts encoding genes involved in cell wall modification including beta-expansin, alpha/beta hydrolases, peroxidases, chitinase A glycosyl hydrolase and beta-1, 3-glucanase had higher abundance in sensitive genotypes. 

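Cytokinin-O-glucosyltransferase 2 (Sb06g018490) had 75.16 ± 10.53 CPM (SD, n = 4) in CK60, 76.01 ± 29.67 in BTx623 and 61.01 ± 36.01 in the low-NUE bulk, no reads in San Chi San, 0.48 ± 0.41 CPM in China17 and 12.02 ± 7.99 in the high-NUE bulk. It was a DEG in 6 comparisons, against San Chi San and China17 only, with 7.41 (standard error 0.92, adjusted p = 1.7e-06) for CK60 against China17. KS78 had 68.98 ± 26.27 CPM, as much as the sensitive genotypes, with log2 fold changes of 0.12, 0.14 and -0.18 against it. The auxin genes were near the detection limit: Sb06g001800 had 1.93 ± 1.17 CPM in CK60 and 2.37 ± 0.35 in KS78, and Sb04g000450 3.29 ± 2 and 2.4 ± 3.03. Neither was a DEG, with smallest adjusted p of 0.0025 and 0.0034, both for CK60 against the high-NUE bulk. The calls of the cytokinin gene rose to 7 with a replicate block and to 8 with the exact test on the pair alone without a filter, and those of Sb04g000450 from 0 to 5 with the latter, the largest change among these genes. Full N was not analysed here. From these fold changes the paper concludes that N-stress increased the abundance of such transcripts in sensitive genotypes.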

N-stress increased the abundance of gene transcripts related to phytohormones such as auxins, and cytokinins in sensitive genotypes (Table 5). The transcript abundance of regulatory genes, such as transcription factors and protein kinases, was also differential between the genotypes. 

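Of the 5 kinases in Table 5, PR5-like receptor kinase (Sb03g025630) was a DEG in 6 comparisons, all against China17 and KS78, with 3.99 (standard error 0.47, adjusted p = 2.1e-06) and 3.47 (standard error 0.43, adjusted p = 1.6e-05) for CK60. It was level between CK60 and San Chi San (0.16, adjusted p = 0.94), and the high-NUE bulk had 32.06 ± 6.39 CPM (SD, n = 4) against 19.41 ± 11.75 in CK60. The protein kinase Sb01g041910 was a DEG in 4 comparisons, with 3.21 (standard error 0.54, adjusted p = 1.9e-04) for CK60 against San Chi San, but not against KS78 (-0.06, adjusted p = 0.98). S-locus lectin protein kinase (Sb09g001750) was a DEG in 1, BTx623 against KS78 (7.17, standard error 1.52, adjusted p = 1.2e-04), where KS78 was nearly absent. PEP1 receptor kinase (Sb07g021940) and CRK55 (Sb01g039360) had none, with highest values of 4.37 (adjusted p = 0.0019) and 2.4 (adjusted p = 0.18). With a replicate block PEP1 receptor kinase was a DEG in 2 comparisons, 4.28 (adjusted p = 0.00059) for CK60 against China17. The exact test on each pair alone without a filter changed the calls to 3 for PEP1 receptor kinase, 2 for CRK55 and 4 for the S-locus kinase.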

Here, five kinases showed higher abundance in sensitive genotypes, including cysteine-rich receptor like kinase (CRK55), PR5-like pathogen resistance receptor kinase (ARK1AS), S-locus lectin protein kinase, PEP1 receptor kinases. Several transcription factors also showed higher abundance in sensitive genotypes including a putative MYB transcription factor and auxin responsive transcription regulators (ARF2, OsSAUR4).

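The MYB-like transcription factor (Sb09g030390) had 37.56 ± 34 CPM (SD, n = 4) in CK60, 17.11 ± 6.06 in BTx623 and 12.17 ± 4.12 in the low-NUE bulk, against 4.63 ± 6.14 in San Chi San, 2.35 ± 1.25 in China17, 8.19 ± 2.67 in the high-NUE bulk and 21.26 ± 5.27 in KS78. It was a DEG in 1 comparison, CK60 against China17 (3.99, standard error 0.67, adjusted p = 5.2e-04). ARF2 (Sb06g011767) had no reads in San Chi San and China17 and at most 26 in any library, and its 6.69 (adjusted p = 0.0063) for the low-NUE bulk against San Chi San, set by the prior count (standard error 2.78), missed the cutoff. KS78, at 1.78 ± 0.89 CPM, lay between CK60 (1.22 ± 0.8) and the low-NUE bulk (3.02 ± 1.74). The SAUR-like gene (Sb06g001800) was not a DEG either, with 3.63 (adjusted p = 0.0025) for CK60 against the high-NUE bulk. With a replicate block, CK60 against China17 for the MYB gene was 3.8 (adjusted p = 8.5e-05). The calls of ARF2 rose with the exact test, from 0 to 4. The paper takes these factors as more abundant in sensitive genotypes.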

**Table 5:** List of DEG transcripts abundant in sensitive genotypes

		**Log(FC) = log**_**2 **_**(sensitive/tolerant genotype)**											
**Gene annotation**	**Gene id**	**1/3**	**1/4**	**1/5**	**1/6**	**2/3**	**2/4**	**2/5**	**2/6**	**7/3**	**7/4**	**7/5**	**7/6**
**Flavanoids and stilbene biosynthesis**													
Chalcone and stilbene synthase	Sb07g004700	3.9	5.0	8.4	3.4	3.1	4.2	7.5	2.6	**	**	6.8	**
Choline monooxygenase	Sb10g028700	5.0	6.0	7.1	**	4.2	5.2	6.4	**	4.4	5.5	6.6	**
Polyamine oxidase 1, Flavin-containing domain	Sb07g005780	3.9	4.2	2.6	1.9	3.2	3.5	1.9	**	3.4	3.7	2.0	1.3
Leucoanthocyanidin dioxygenase	Sb06g014550	3.3	3.0	**	2.9	2.8	2.5	**	2.4	2.2	1.9	**	1.8
Anthocyanidin 5,3-O-glucosyltransferase	Sb09g026280	**	**	3.2	3.7	**	**	2.5	2.9	**	2.4	2.8	3.3
CYP71A25 cytochrome P450,	Sb07g000550	11.8	7.5	4.8	4.9	8.7	4.5	1.7	1.8	10.2	5.9	3.1	3.2
CYP87A2 cytochrome P450,	Sb05g004900	7.6	**	7.7	3.5	6.6	**	6.6	2.4	6.0	**	6.1	**
Glutathione S-transferase	Sb04g003850	9.3	9.2	7.0	**	9.6	9.5	7.3	1.9	9.1	9.1	6.8	**
**Cell wall metabolism**													
Beta-1,3-glucanase	Sb08g019670	3.9	3.9	**	3.3	2.1	2.2	**	**	2.2	2.2	**	**
Beta-expansin	Sb10g028070	2.8	3.9	**	2.6	**	2.6	**	**	2.3	3.5	**	2.1
Peroxin 13	Sb02g003110	2.5	2.2	**	**	2.5	2.2	**	1.6	2.0	1.7	**	**
Peroxidase superfamily protein	Sb09g020980	9.8	**	**	4.0	8.4	**	**	2.6	8.5	**	**	2.6
Peroxidase superfamily protein	Sb09g021000	3.8	**	**	3.4	2.5	**	**	2.1	2.6	**	**	2.2
Alpha/beta-Hydrolases	Sb10g021250	10.1	10.0	**	3.5	8.8	8.7	**	2.2	9.0	8.9	**	2.4
Alpha/beta-Hydrolases	Sb1306s002010	7.2	7.9	**	3.8	6.3	7.0	**	2.9	6.0	6.7	**	2.6
Glycosyl hydrolases family 17	Sb08g019670	3.9	3.9	**	3.3	2.1	2.2	**	**	2.2	2.2	**	**
Chitinase A glycosyl hydrolase	Sb05g023710	2.7	**	**	1.9	2.3	**	**	1.5	2.3	**	**	1.5
**Phytohormones**													
SAUR-like auxin-responsive protein	Sb06g001800	**	3.5	**	3.6	**	**	**	3.4	3.6	3.5	**	3.5
Auxin response factor 2 (ARF 2)	Sb06g011767	6.5	6.5	**	**	7.3	7.3	**	2.2	7.8	7.7	**	2.6
Auxin-induced protein 5NG4	Sb04g000450	3.8	5.5	**	8.0	3.2	4.8	**	7.3	**	**	**	**
Cytokinin-O-glucosyltransferase 2	Sb06g018490	12.4	7.5	**	2.9	12.4	7.6	**	2.9	12.1	7.2	**	2.5
**Kinases**													
CRK55, Cystein rich RLK 55	Sb01g039360	**	2.2	2.1	**	**	1.3	1.2	**	2.0	2.3	2.2	**
PR5-like receptor kinase	Sb03g025630	**	4.1	3.5	**	**	3.7	3.0	**	**	4.7	4.0	**
Protein kinase superfamily protein	Sb01g041910	3.2	**	**	3.2	3.2	**	**	3.1	2.4	**	**	2.4
S-locus lectin protein kinase	Sb09g001750	**	**	5.9	**	2.9	3.6	7.3	**	**	2.3	5.9	**
PEP1 receptor-1 kinase	Sb07g021940	3.0	4.1	**	**	2.9	4.0	**	1.8	1.9	3.1	**	**
**Transcription factors**													
MYB-like transcription factor	Sb09g030390	2.9	4.2	**	2.4	1.7	2.9	**	**	**	2.4	**	**
AP2/B3-like transcriptional factor	Sb01g014400	4.4	4.2	2.5	**	6.0	5.7	4.1	1.8	3.2	2.9	**	**
Auxin response factor 2	Sb06g011767	6.5	6.5	**	**	7.3	7.3	**	2.2	7.8	7.7	**	2.6
SAUR-like auxin-responsive protein	Sb06g001800	**	3.5	**	3.6	**	**	**	3.4	3.6	3.5	**	3.5

The transcriptional abundance of DEGs from 12 pair-wise comparisons (1/3, 1/4, 1/5, 1/6, 2/3, 2/4, 2/5, 2/6, 7/3, 7/4, 7/5, and 7/6) made between three sensitive genotypes [CK60 (1), BTx623 (2) and the low-NUE bulk (7)] with each of the four with each of the four tolerant genotypes [San Chi San (3), China17 (4), KS78 (5) and the high-NUE bulk (6)] were summarized. **Not significant when FDR ≤ 0.001; Log(FC) is the log_2_ ratio of gene transcript between sensitive and tolerant genotypes; If Log(FC) >0, positive values indicate transcript is abundant in sensitive genotypes.

### DEG transcripts abundant in tolerant genotypes under N-stress

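Of the 27 genes in Table 6, 25 had enough reads for the fit over all libraries, and 16 of these were DEGs in at least 1 of the 12 comparisons, but 0 in at least 6. The 300 comparisons gave 268 negative and 28 positive log2 fold changes, and 34 DEG calls, all higher in the tolerant genotype. The calls were 10 for CK60 against San Chi San and 8 for BTx623 against San Chi San, at most 5 in any other comparison and 0 in all those with the low-NUE bulk. Against KS78 the median log2 fold change was -1.58 for CK60, -0.66 for BTx623 and 0.03 for the low-NUE bulk. Most of these genes had few reads, so that the replicate spread leaves wide errors. The replicate block gave 45 calls, and the exact test on each pair alone without a filter gave 116, the farthest from the 34. Fitting each pair alone with the main test gave 4.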

In this study, 27 gene transcripts showed higher abundance in tolerant genotypes compared to sensitive genotypes under N-stress conditions. These transcripts encoded genes involved in membrane transporter, defense, protein synthesis and protein turnover (Table 6). Genes involved in membrane transport include, a lysine histidine transporter 1(LHT1), whose expression was abundant in San Chi San, China17 and high-NUE bulk compared to sensitive genotypes under N-stress. 

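LHT1 (Sb01g038720) had 4 to 16 reads per library in San Chi San, 2 to 33 in China17, 1 to 13 in the high-NUE bulk and 1 to 6 in the low-NUE bulk, and none in CK60, BTx623 and KS78. That is 1.89 ± 1.04 CPM (SD, n = 4) in San Chi San, 2.7 ± 2.5 in China17, 1.44 ± 0.87 in the high-NUE bulk and 0.76 ± 0.57 in the low-NUE bulk, close to the detection limit, and the gene did not pass the filter of the main fit. Without the filter, the log2 fold changes of CK60 were -6.04 (adjusted p = 0.0062) against San Chi San, -6.57 (adjusted p = 0.0026) against China17 and -5.7 (adjusted p = 0.007) against the high-NUE bulk, sizes set by the prior count because CK60 had no reads. The low-NUE bulk had reads in every library and differed from San Chi San by -1.35 (adjusted p = 0.31). The exact test on each pair alone without a filter was the setting that changed this most, with 5 DEG calls where the unfiltered fit had 0. The paper concludes that the transcript was abundant in San Chi San, China17 and the high-NUE bulk compared to sensitive genotypes.

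**Figure D3:**
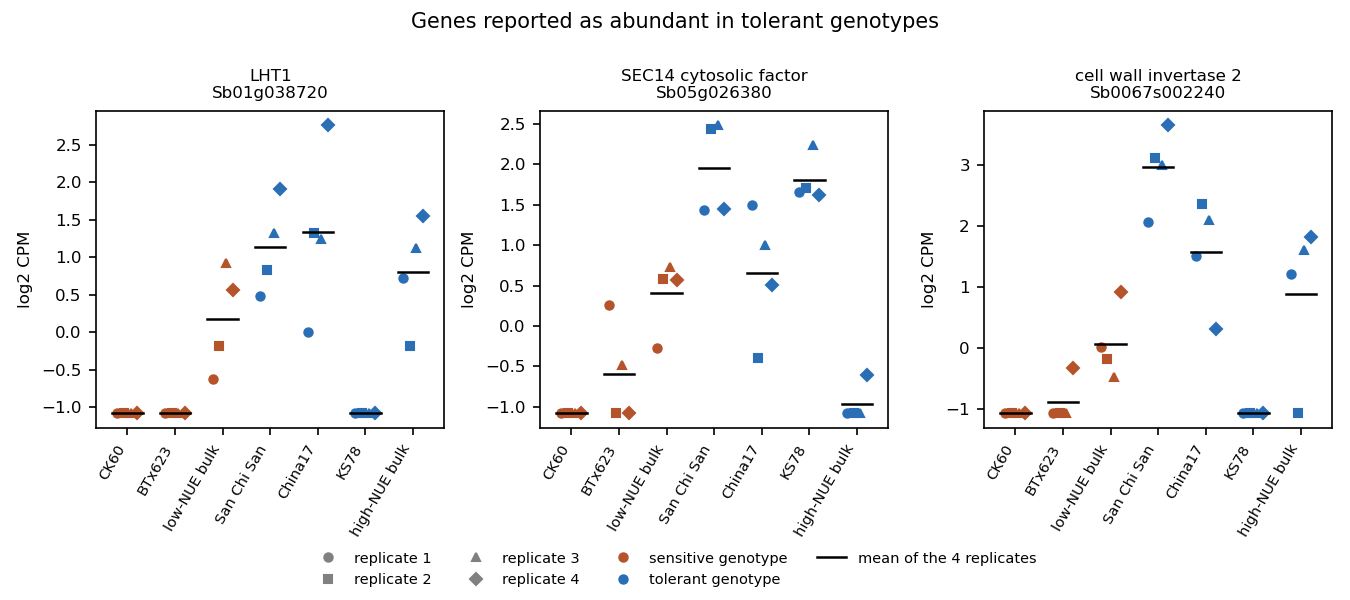
Log2 CPM of LHT1 (Sb01g038720), SEC14 cytosolic factor (Sb05g026380) and cell wall invertase 2 (Sb0067s002240) in each of the 28 root libraries, with a panel per gene, a point per replicate, the genotypes on the horizontal axes, colour for sensitive or tolerant, and a black line at the mean. All 3 have no reads in CK60, and San Chi San has the highest mean for SEC14 (3.63 CPM) and cell wall invertase 2 (7.87 CPM).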

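SEC14 cytosolic factor (Sb05g026380) had 3.63 ± 1.6 CPM (SD, n = 4) in San Chi San, 1.29 ± 0.88 in China17 and 3.08 ± 0.77 in KS78, no reads in CK60, 0.24 ± 0.34 CPM in BTx623, 0.05 ± 0.09 in the high-NUE bulk and 0.9 ± 0.37 in the low-NUE bulk. It was a DEG in 2 comparisons, CK60 against San Chi San (-6.92, standard error 1.91, adjusted p = 6.0e-05) and CK60 against KS78 (-6.71, standard error 1.91, adjusted p = 2.8e-04), both set in size by the absence of reads in CK60. BTx623 was lower than San Chi San by -3.72 (standard error 0.8, adjusted p = 0.0016) and than KS78 by -3.5 (standard error 0.8, adjusted p = 0.0045), above the cutoff, and China17 differed less clearly (-5.47 (adjusted p = 0.0028) for CK60 and -2.26 (adjusted p = 0.12) for BTx623). With the replicate block the value for BTx623 against San Chi San was -3.72 (adjusted p = 0.0017), and DESeq2 moved CK60 against KS78 to -6.14.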

A transcript encoding SEC14 cytosolic factor family protein was also abundant in San Chi San, China17 and KS78 relative to CK60 and BTx623. 

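The ankyrin repeat gene (Sb07g002190) had no reads in CK60, and 2.62 ± 1.35 CPM (SD, n = 4) in San Chi San, 5.08 ± 2.06 in China17, 2.89 ± 1.44 in KS78 and 2.44 ± 2.15 in the high-NUE bulk. The log2 fold changes of CK60, -6.49, -7.43, -6.62 and -6.23 in that order, are set by the prior count, with standard errors of 2.59 to 2.61, and only that against China17 was a DEG (adjusted p = 7.5e-04), the others having 0.0037, 0.007 and 0.0043. The absence held in all 4 CK60 libraries, while BTx623 had 1.81 ± 2.2 CPM and did not differ from San Chi San (-0.53, adjusted p = 0.81). The DEG call was lost with the replicate block (adjusted p = 0.0012), and DESeq2 moved the value against China17 to -6.88.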

The abundance of a gene transcript encoding a protein with ankyrin repeat was higher in tolerant genotypes relative to CK60. 

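Ribosomal protein L16p/L10e (Sb01g036330) had 16.12 ± 12.14 CPM (SD, n = 4) in CK60, 45.92 ± 33.51 in BTx623 and 54.98 ± 15.56 in the low-NUE bulk, against 114.58 ± 103.61 in San Chi San, 147.62 ± 53.21 in China17, 69.43 ± 26.93 in KS78 and 64.06 ± 21.57 in the high-NUE bulk. All 12 log2 fold changes were negative, from -3.21 (standard error 0.69, adjusted p = 0.0073) for CK60 against China17 to -0.22 for the low-NUE bulk against the high-NUE bulk, and none was a DEG. Elongation factor Tu (Sb02g007166) was a DEG in 4 comparisons, with -4.63 (standard error 0.98, adjusted p = 2.3e-04) for CK60 against San Chi San, -4.46 (adjusted p = 5.0e-04) against China17 and -4.36 (adjusted p = 6.0e-04) against the high-NUE bulk. KS78, with 0.09 ± 0.19 CPM, was as low as CK60 (0.09 ± 0.1), with -0.04 (adjusted p = 1) between them. With the replicate block the calls were 0 and 6, and library sizes in place of TMM moved CK60 against the high-NUE bulk for the ribosomal protein to -2.49. Other ribosomal genes are not named in the paper's sentence and were not followed.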

The transcripts encoding many ribosomal genes involved in protein synthesis including structural constituent of ribosome L16p/L10 and translation elongation factors (Tu), were abundant in tolerant genotypes compared to sensitive genotypes. 

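The drought induced 19 gene (Sb04g013790) had 29.86 ± 2.67 CPM (SD, n = 4) in San Chi San, 50.21 ± 5.69 in China17 and 18.13 ± 4.63 in the high-NUE bulk, against 1.92 ± 1.56 in CK60, 7.15 ± 9.46 in BTx623 and 10.21 ± 5.77 in the low-NUE bulk. CK60 was lower than San Chi San by -3.87 (standard error 0.6, adjusted p = 1.4e-04) and than China17 by -4.61 (standard error 0.59, adjusted p = 2.5e-05), the 2 DEG calls of this gene, which were kept whichever library was left out. KS78, at 4.15 ± 0.73 CPM, did not exceed BTx623 (0.72, adjusted p = 0.76) or the low-NUE bulk (1.28, adjusted p = 0.3). A replicate block added calls for BTx623, with -3.19 (adjusted p = 0.00012) against China17. Fitting each pair alone left 0 calls.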

In addition, transcripts encoding genes involved in abiotic stress response, like drought induced family protein were abundant. Genes involved in detoxification of xenobiotics like UDP-Glycosyltransferase and Glutathione-S-transferase were abundant in tolerant genotypes.

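UDP-Glycosyltransferase (Sb04g027470) was low in BTx623 (0.48 ± 0.43 CPM, SD, n = 4) and present in all other genotypes, with 24.17 ± 17.35 in CK60, 36.04 ± 39.95 in San Chi San, 14.43 ± 8.21 in China17, 22.53 ± 15.53 in KS78 and 12.56 ± 5.01 in the high-NUE bulk. The log2 fold changes of BTx623 were -6.03 (standard error 1.07, adjusted p = 1.9e-04), -4.68 (adjusted p = 0.0039), -5.34 (adjusted p = 0.0012) and -4.48 (adjusted p = 0.0051) against the 4 tolerant genotypes, of which the first was a DEG, while CK60 gave -0.58, 0.76, 0.11 and 0.97, none distinguishable from 0. Glutathione S-transferase (Sb09g003700) had 35.85 ± 20.44 CPM in San Chi San, 47.35 ± 11.33 in China17 and 17.79 ± 10.17 in the high-NUE bulk, against 7.4 ± 5.87 in CK60, 6.14 ± 4.64 in BTx623 and 8 ± 4.13 in the low-NUE bulk, but 8.4 ± 3.59 in KS78. None of its differences was a DEG (smallest adjusted p = 0.0045, for BTx623 against China17 at -2.95). The replicate block brought the UDP-Glycosyltransferase to 4 calls, and the glutathione S-transferase value of the low-NUE bulk against San Chi San moved with library sizes alone, to -1.71. The paper concludes that both were abundant in tolerant genotypes.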

**Table 6:** List of DEG transcripts abundant in tolerant genotypes

		**Log(FC) = log**_**2 **_**(sensitive/tolerant genotype)**											
**Gene annotation**	**Gene id**	**1/3**	**1/4**	**1/5**	**1/6**	**2/3**	**2/4**	**2/5**	**2/6**	**7/3**	**7/4**	**7/5**	**7/6**
Ankyrin repeat	Sb07g002190	-7.5	-8.4	-7.7	-6.9	**	**	**	**	**	-3.0	-2.2	**
LHT1 lysine histidine transporter 1	Sb01g038720	-7.0	-7.7	**	-6.7	-7.0	-7.6	**	-6.7	**	**	**	**
SEC14 cytosolic factor	Sb05g026380	-7.8	-6.4	-7.7	**	-3.7	**	-3.6	**	**	**	**	**
Drought induced 19 protein	Sb04g013790	-3.8	-4.6	**	-3.2	-2.3	-3.1	**	-1.7	**	-2.3	**	**
Translation elf- Tu	Sb02g007166	-4.7	-4.6	**	-4.5	-4.1	-4.0	**	-3.9	-2.4	-2.3	**	**
BTB-POZ and MATH domain 1	Sb07g026735	-5.1	-5.6	**	**	-7.3	-7.8	**	-6.5	**	-2.3	**	**
Ribosomal protein (L16p/L10e)	Sb01g036330	-2.7	-3.4	-2.3	-2.0	**	-1.7	**	**	**	-1.4	**	**
Glutathione S-transferase	Sb09g003700	-2.1	-2.6	**	**	-2.4	-3.0	**	-1.3	-1.9	-2.5	**	**
Phosphatases	Sb08g019110	-2.1	-2.9	-2.1	-2.0	-2.9	-3.6	-2.9	-2.8	**	-1.6	**	**
Leucine-rich receptor-like kinase	Sb04g003840	-2.7	-2.6	-2.7	**	-1.9	-1.8	-1.9	**	**	**	-1.5	**
Phosphoglycerate mutase	Sb06g000380	-3.4	-3.3	**	-3.6	**	-1.5	**	-1.7	**	**	**	-1.3
RmlC-like cupins	Sb01g019830	-3.5	-5.0	-3.2	-3.2	**	-2.1	**	**	**	-2.0	**	**
Homeobox associated leucine zipper	Sb07g029150	-3.6	-2.7	**	**	-4.2	-3.4	-3.1	-2.8	**	**	**	**
Expressed protein	Sb08g019270	-3.7	-3.7	**	-3.0	-3.9	-4.0	**	-3.3	**	**	**	**
Transducin	Sb04g022100	-3.8	-3.6	**	-3.3	-3.2	-2.9	**	-2.6	**	**	**	**
Expressed protein	Sb04g000700	-3.9	-3.9	**	**	-6.9	-6.9	**	**	-3.5	-3.5	**	**
Trypsin family protein with PDZ domain	Sb08g015916	-4.3	**	**	-4.9	-4.2	**	**	-4.8	-3.1	**	**	-3.7
3-oxo-5-alpha-steroid 4-dehydrogenase	Sb02g003510	-4.9	-4.5	**	-3.2	-3.2	-2.8	**	-1.6	-2.8	-2.4	**	-1.1
F-box domain containing protein	Sb02g001640	-5.4	**	**	-4.4	-5.3	**	**	-4.3	-3.5	**	**	-2.4
DNA binding transposon protein	Sb05g020750	-7.0	-7.4	**	-7.4	-7.0	-7.3	**	-7.3	**	-2.6	**	**
Expressed protein	Sb04g000690	-7.7	-7.9	**	-7.0	-7.6	-7.9	**	-7.0	-5.5	-5.8	**	-4.9
Leucine Rich Repeat family protein	Sb06g001645	-7.9	-7.6	**	-7.2	-7.9	-7.5	**	-7.1	**	**	**	**
Expressed protein	Sb04g012640	-8.3	**	**	-8.2	-6.0	**	**	-5.9	-3.9	**	**	-3.7
Cell wall invertase 2	Sb0067s002240	-9.1	-7.4	**	-7.1	-6.7	-5.1	**	-4.8	-3.5	**	**	**
Hypothetical protein	Sb04g012541	-9.1	**	**	-9.3	-9.0	**	**	-9.3	-4.2	**	**	-4.5
Cupin domain containing protein	Sb07g005307	**	-2.9	**	**	-7.7	-9.2	-8.0	-7.9	**	-2.7	**	**
UDP-Glycosyltransferase	Sb04g027470	**	**	**	**	-6.2	-4.5	-5.2	-4.3	-2.3	**	-1.2	**

The transcriptional abundance of DEGs from 12 pair-wise comparisons (1/3, 1/4, 1/5, 1/6, 2/3, 2/4, 2/5, 2/6, 7/3, 7/4, 7/5, and 7/6) made between three sensitive genotypes [CK60 (1), BTx623 (2) and the low-NUE bulk (7)] with each of the four tolerant genotypes [San Chi San (3), China17 (4), KS78 (5) and the high-NUE bulk (6)] were summarized. **Not significant when FDR ≤ 0.001; Log(FC) is the log_2_ ratio of gene transcript between sensitive and tolerant genotypes; If Log(FC) <0, negative values indicate transcript is abundant in tolerant genotypes.

## Discussion

The focus of our study is to identify common genes that are differentially expressed between low-N tolerant and sensitive genotypes having different genetic backgrounds with differential response to N-stress. To select the genotypes with differential response to N, five sorghum genotypes (CK60, BTx623, San Chi San, China17 and KS78) and RILs from CK60 × San Chi San were evaluated under field conditions provided with full N (100 Kg ha^-1^ fertilizer) and N-stress (0 Kg ha^-1^). The phenotypes of five sorghum genotypes, five best and worst performing RILs tested under contrasting N-regimes showed that the mean values of plant height, biomass and grain yields were reduced from NN to LN field conditions (Table 1). Under controlled conditions, the average weights of roots and shoots of three week-old seedlings were also reduced from full N (100% Hoagland solution) to N-stress (Table 2). In maize, a 38% reduction in grain yield was observed from high-N to low-N conditions [37], which likely results from limitation of photosynthetic output caused by lower production of proteins like Ribisco [17]. Under N-stress conditions, the lower root and shoot weights of three week old seedlings and lower biomass and grain yields of CK60, BTx623 and RILs 1-5 from field conditions, indicates their sensitivity to the limited N. San Chi San, China17 and RILs 6-10 grow taller and have higher biomass and grain yields in the field conditions and had higher root and shoot weights in the seedling stage, indicating their greater tolerance to the limited N. The RILs showed transgressive segregation and this suggested a polygenic inheritance of the traits. Maranville and Madhavan [28] showed that assimilation efficiency indices were significantly greater for the tolerant Chinese lines (San Chi San and China17) compared to sensitive US-lines (CK60 and BTx623) at both low and high N levels and the Chinese lines retained greater phosphoenolpyruvate carboxylase (PEPcase) activity under N-stress. This suggests that PEPcase and enzymes associated with PEP synthesis are perhaps responsible for maintaining relatively high photosynthesis under N-stress, and resulted in greater biomass accumulation of the tolerant genotypes [28].

### Comparison of transcriptomes between sorghum genotypes

To identify common DEGs between genotypes having differential response to N-stress, RNA-seq was used to compare the transcriptomes of root tissues of genotypes grown under N-stress. From RNA-seq data, a total of 12 pair-wise comparisons were made by comparing three sensitive genotypes with each of the four tolerant genotypes to find common DEG transcripts across all genotypes. In order to differentiate non-specific DEG transcripts from those related to N-stress, the transcripts between four tolerant genotypes and three sensitive genotypes were inter-compared one by one. The transcripts that showed differential expression among tolerant (Additional file 3) and sensitive (Additional file 4) genotypes were discarded from the list of DEGs between 12 pair-wise comparisons. A total of 115 common DEG transcripts were observed between three sensitive and four tolerant genotypes, which could be related to N-stress (Additional file 7).

Expression analysis using qRT-PCR of selected genes confirmed their differential expression under low-N conditions (Additional file 5b). Furthermore, the differential expression of these genes was either absent, reduced or even reversed when plants were grown under full-N conditions (Additional file 5c). This is consistent with the suggestion that the selected genes are differentially expressed as a specific response to N-deficiency.

### Differential expression of known nitrogen metabolism genes in sorghum genotypes

In general, N-starvation increases the expression of high-affinity transport systems for nitrate and ammonium [7]. 

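For the NRT2.5 or NRT2.7 locus (Sb03g032310) the log2 fold changes ran from -2.11 for CK60 against KS78 to 0.25 for BTx623 against San Chi San, and for the locus of NRT2.2, NRT2.3 and NRT2.6 (Sb04g001000) from -1.18 to 0.51 for the same pairs. San Chi San was not above BTx623 or the low-NUE bulk at either locus (0.25 and 0.22 at the first, 0.51 and 0.35 at the second). The smallest adjusted p was 0.25 at the first locus and 0.49 at the second, from edgeR. Without CK60 replicate 4, the first locus in CK60 against KS78 went to -4.01, and library sizes alone gave -2.2.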

Here, N-stress increased the abundance of high affinity nitrate transporter gene transcripts (NRT2.5 or NRT2.7, NRT2.2, NRT2.3, and NRT2.6) in tolerant genotypes one to four-fold relative to sensitive genotypes (Table 4). Earlier reports showed that high affinity nitrate transporters were expressed in N-starved seedlings of *Arabidopsis*[38,39]. In rice, the nitrate transporter (OsNRT2.2) in association with OsNAR2.1 transports nitrate in the high affinity concentration range in roots [40]. The increased nitrate could promote the elongation of lateral roots [5]. Conversely, the abundance of nitrate assimilatory gene transcripts, NR-1 and NiR, and ammonia assimilatory gene, GS-2 was higher in sensitive genotypes. GS-2 transcript increased in CK60 compared to China17, KS78 and the high-NUE bulk. 

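San Chi San had 45.73 ± 34.98 CPM (SD, n = 4) of GS-2 (Sb06g031460), BTx623 11.58 ± 7.54 and the low-NUE bulk 18.76 ± 1.79. The log2 fold change of BTx623 against San Chi San was -1.96 (standard error 0.55, adjusted p = 0.035) and that of the low-NUE bulk -1.29 (standard error 0.54, adjusted p = 0.13), so neither passed the cutoff of 0.001. San Chi San replicate 1 carried part of both, and without it they were -1.37 and -0.7. With the replicate block they were -1.92 (adjusted p = 0.0076) and -1.07 (adjusted p = 0.095), and library sizes alone moved the second to -1.02.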

However, San Chi San had higher levels of GS-2 transcript compared to BTx623 and low-NUE bulk, indicating a lack of functional redundancy in the expression of gene transcripts. The nitrate assimilation genes and GS-2 could be highly expressed to sustain the stress conditions. 

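Across the 84 comparisons of the 7 loci in Table 4, 0 were DEGs, and the median log2 fold change of a comparison was between -0.57 and 0.25. The largest differences relative to their error were those of NR-1 (Sb07g022750) and GS-2 (Sb06g031460) with the high-NUE bulk, at 2.2 (adjusted p = 0.0032) for BTx623 and 2.37 (adjusted p = 0.0056) for CK60. With errors of up to 0.99 on the log2 scale at the transporters, even the -2.11 of Sb03g032310 in CK60 against KS78 did not pass the cutoff (adjusted p = 0.44). DESeq2 called the most of any alternative, 3 of 84. The replicate block called 2, the NR-1 and GS-2 differences with the high-NUE bulk named here. The paper reasons from the small changes that basic N metabolism genes may be expressed independently of genotype.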

Overall, known nitrate transporter and assimilation genes showed very little change in expression between the tolerant and sensitive genotypes, indicating that the expression of basic N metabolism genes may be genotype independent. In the analysis of gene expression profile comparisons of rice using microarray, Lian et al [23] observed similar results; genes involved in N uptake and assimilation showed little response to N-stress.

### Abundance of transcripts in sensitive genotypes under N-stress

DEG transcripts associated with secondary metabolism like flavonoids and anthocyanin biosynthesis, as well as those associated with abiotic stress responses, were abundant in sensitive genotypes (Table 5). Such expression changes may be involved in the plant’s tolerance to N-stress. The role flavonoids play in the sensitive genotypes under N-stress is not known. However, expression of flavonoid biosynthetic pathway genes was also reported in soybean [26] and *Arabidopsis*[30] when genotypes grown under severe N-stress. In addition, the transcripts encoding Cytochrome P450s were abundant in sensitive genotypes (Table 5). Cytochrome P450s catalyze oxidation of a wide range of chemical reactions by activating dioxygen [41] and were reported to play an important role in biosynthesis of anthocyanin’s in response to stress [42]. Similarly, four Cytochrome P450s were expressed higher in rice seedlings under N-stress [43].

A transcript encoding putative MYB transcription factor was abundant in sensitive genotypes (Table 5). It was reported that MYB genes contribute to the control of flavonoid biosynthesis in a wide range of plant species (maize, petunia) often in combination with other regulatory genes [44]. A DEG transcript encoding choline monooxygenase gene, an iron sulphur enzyme involved in synthesis of glycine betaine in plants [45], was abundant in low-N sensitive genotypes CK60 and BTx623. It was reported that many species (maize, soybean, rice, and wheat) of transgenic plants with its over-expression had significantly increased glycine betaine content. Glycine betaine is a nitrogenous compound and acts as an osmoprotectant and its accumulation was associated with abiotic stress tolerance [46]. In addition, transcript encoding Glutathione-S-transferase (GST) was also abundant in sensitive genotypes. 

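Glutathione S-transferase Sb04g003850 had 8.51 ± 9.8 CPM (SD, n = 4) in CK60, 11.55 ± 5.04 in BTx623 and 7.72 ± 5.03 in the low-NUE bulk, no reads in San Chi San and China17, 0.05 ± 0.09 CPM in KS78 and 2.84 ± 0.65 in the high-NUE bulk. It was a DEG in 6 comparisons, with 7.06 (standard error 1.69, adjusted p = 4.8e-04) for BTx623 against KS78, and the values against San Chi San and China17 (8.19 to 8.62 for CK60 and BTx623) are set by the prior count. Against the high-NUE bulk the sensitive genotypes gave 1.55, 1.98 and 1.4, none a DEG. With a replicate block there were 9 calls, and DESeq2 moved BTx623 against China17 to 7.84. The paper lists the transcript among those abundant in sensitive genotypes.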

GST catalyzes the glutathione-dependent detoxification reactions and the reduction of hydroperoxides. GSTs may act as binding proteins that sequestrate flavonoids in the vacuole for protection against environmental stresses [47]. Therefore, induction of the flavonoid pathway may be a characteristic response of genotypes sensitive to N-stress.

Alteration in the lipid composition of plant cell membranes is one of the multiple defense strategies [48]. Here, the transcripts encoding genes involved cell wall modification like peroxidases, peroxin-13, hydrolases like glycosyl hydrolase 17, were abundant in sensitive genotypes CK60 and BTx623. 

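Peroxin-13 (Sb02g003110, chromosome 2 from 3399273 to 3402868) was a DEG in 8 of the 12 comparisons, with 239.09 ± 89.31 CPM (SD, n = 4) in CK60, 231.87 ± 72.32 in BTx623 and 162.21 ± 23.77 in the low-NUE bulk, against 42.3 ± 11.14 in San Chi San, 48.24 ± 6.63 in China17 and 78.77 ± 16.88 in the high-NUE bulk. CK60 exceeded San Chi San by 2.5 (standard error 0.27, adjusted p = 1.1e-06), China17 by 2.31 (standard error 0.27, adjusted p = 5.2e-06) and the high-NUE bulk by 1.6 (standard error 0.27, adjusted p = 4.1e-04), and BTx623 exceeded them by 2.46, 2.26 and 1.56. KS78 had 210.79 ± 34.66 CPM and did not differ from CK60 (0.18, adjusted p = 0.88) or BTx623 (0.14, adjusted p = 0.93). The calls of both lines against San Chi San and China17 were kept whichever library was left out. The replicate block also gave 8 calls, the exact test on each pair alone without a filter 7, library sizes alone 6 and a fit of each pair alone 0. Library sizes alone moved CK60 against the high-NUE bulk to 1.17. The paper takes this and the peroxidases as abundant in CK60 and BTx623.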

These proteins may be important for wall assembly, remodeling during growth, development and stress responses. Since nitrogen stress causes reduction in cell growth, it was not surprising to find abundance of a β-expansin gene transcript. Expansins play important roles in root growth and development under nutrient and abiotic stress conditions and are also involved in cell wall expansion [49,50]. Therefore, the sensitive genotypes defend the stress and maintain the growth by altering the cell wall.

Phytohormones such as auxins and cytokinins were also reported to play important roles during the adaptation to limited N [51]. The transcripts encoding auxin response factors (SAUR-like, ARF2) and auxin inducible proteins, 5NG4, were abundant in CK60 and BTx623 compared to tolerant genotypes (Table 5) under stress. Earlier reports showed that inhibition of auxin transport resulted in increased levels of MtN21-like-a/b and 5NG4 [52], led to localized increase in auxin concentration through a blockage of the PIN1 cycling [53], and resulted in reduced number of emerging lateral roots. The abundance of transcripts encoding auxin inducible proteins in sensitive genotypes could have resulted in their reduced root mass under N-stress (Table 2).

Kinases play important roles in the development of eukaryotic cells, such as cell cycle control and cell-type determination and differentiation [54]. Kinases help the organism to cope with changing conditions and stresses in the environment. Because some of their targets are transcription factors, they also play a role in regulating transcription [55]. In this study, DEG transcripts encoding five kinases were abundant in sensitive genotypes, which include cysteine-rich receptor like kinases (Table 5). Previous research indicated that receptor-like kinases play important roles in plant growth and development [56] and had differential expression in soybean genotypes grown under N-stress [26]. Therefore, we hypothesize that these kinases might be important for adaptation to N-stress in sensitive genotypes of sorghum.

### Abundance of transcripts in tolerant genotypes under N-stress

Under N-stress, plants tend to increase their N uptake ability by regulating physiological, biochemical activities and by changing root morphology including increased root length, root hair density and lateral root number [57]. We found that tolerant genotypes adapt to N deficiency by producing higher root mass compared to sensitive genotypes (Table 2). Also, many gene transcripts involved in nitrate transport (Table 4) were present at higher levels in tolerant genotypes. It is proposed that N-metabolism related gene transcripts especially those encoding transporters, were increased in tolerant genotypes in order to uptake nitrate or amino acids from soil more efficiently and to produce more nitrogen containing metabolites required for their survival under N-stress.

The soil contains significant amounts of organic nitrogen derived from decomposition of organic matter by microorganisms, which is rich in amino acids. Plants have different capacities to take up these amino acids through putative amino acid transporters localized on the root epidermal cells [58]. In this study, a DEG transcript encoding high affinity amino acid transporter, LYSINE HISTIDINE TRANSPORTER1 (LHT1), was massively expressed in San Chi San and China17 compared to sensitive genotypes (Table 6). It was reported that being expressed in the root, LHT1 is responsible for uptake of amino acids from soil into root tissue [59], and distributes from roots to shoots through xylem [60] for further metabolism especially under N-limited conditions. The amino acid uptake, and thus nitrogen use efficiency of the tolerant genotypes, could be higher with increased LHT1 expression under limited inorganic N supply.

To survive under N-stress, some genes involved in alleviating the detrimental effect of stress are abundantly expressed, which could facilitate tolerance to the stress. In this study, cell wall invertase-2 (CWINV2) transcript was massively increased in San Chi San and China17 (Table 6), indicating that sucrose degradation was increased in tolerant genotypes. 

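Cell wall invertase 2 (Sb0067s002240) had 7.87 ± 3.44 CPM (SD, n = 4) in San Chi San, 2.91 ± 1.72 in China17, 1.86 ± 1.33 in the high-NUE bulk and 0.65 ± 0.53 in the low-NUE bulk, 0.08 ± 0.16 in BTx623, and no reads in CK60 or KS78. It was a DEG in 2 comparisons, both with San Chi San, CK60 at -8.07 (standard error 2.32, adjusted p = 9.3e-05) and BTx623 at -6.44 (standard error 1.44, adjusted p = 2.5e-04), and the sizes rest on 0 reads in CK60 and 1 read in BTx623. China17 gave -6.59 (adjusted p = 0.0019) against CK60 and -4.97 (adjusted p = 0.0068) against BTx623, which miss the cutoff. KS78, a tolerant line, had none where the low-NUE bulk had reads in every library, a difference that was not a DEG (4.54, standard error 2.39, adjusted p = 0.13). With the replicate block CK60 against San Chi San was -8.02 (adjusted p = 0.00017), and DESeq2 moved it to -7.54. Sucrose was not measured here. The paper takes this as evidence that sucrose degradation was increased in tolerant genotypes.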

A similar observation was made in the leaves of a water stress resistant cultivar of wheat [61]. It is believed that the enhanced invertase expression in the roots of tolerant genotypes may contribute to the rapid cycling of sucrose, thus promoting carbon partitioning in favor of sucrose accumulation for counteracting the stress condition [20]. In addition, the transcript of SEC14 cytosolic factor family protein was abundantly expressed in tolerant genotypes compared to CK60 and BTx623 (Table 6). It is also known as phosphatidylinositol/phosphatidylcholine transfer protein, and is located in the Golgi membrane. There, it acts as a signal precursor and activates stress responsive genes, phospholipids and galactolipids [62], which increase the membrane stability and provides stress tolerance [63]. Gene transcripts responsible for numerous cellular activities, including protein biosynthesis, modification, and degradation enzymes were abundantly expressed in tolerant genotypes. Transcripts encoding ribosomal genes involved in protein biosynthesis, including structural constituent of ribosome L16p/L10 and translation elongation factors (EF1A) were also abundant in tolerant genotypes (Table 6).

## Conclusion

Identification of common DEG transcripts between sorghum genotypes with contrasting stress tolerance would facilitate a better understanding of the genetic bases of low-N tolerance. Here, Illumina RNA-seq analysis demonstrated that gene transcripts involved in abiotic stress response, and secondary metabolism were abundantly expressed in sensitive genotypes of sorghum under N-stress. Higher expression of these gene transcripts could enable the sensitive genotypes to thrive under stress conditions.

The magnitude of expression changes in N transporter, assimilation genes between tolerant and sensitive genotypes was less. Conversely, many genes not directly involved in nitrate metabolism had differential expression under N-stress. In addition, the magnitude of change in the expression of these genes was different between the genotypes with varying degrees of tolerance to N-stress. While sorghum seems to have a typical nitrate metabolism process, it appears that many genes indirectly involved in nitrate metabolism that respond to an nitrogen stress treatment, are important for the observed differences between tolerant and sensitive genotypes of sorghum. The DEG transcripts found between sensitive and tolerant genotypes of sorghum in this study should provide useful information for understanding how different sorghum genotypes encounter the N-stress at seedling stage and how tolerant and sensitive genotypes can adapt to N-stress conditions. Furthermore, the transcriptomes of stress tolerant and sensitive genotypes grown under full nitrogen were evaluated, suggested that the selected genes were differentially expressed as a specific response to N-deficiency. The DEGs from tolerant genotypes would be the potential candidates to study further for improving NUE of sorghum and related crop plants.

### Availability of supporting data

We deposited the RNA-seq data in Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/projects/geo/) repository with an accession number GSE54705.

## Competing interests

The authors declare that they have no competing interests.

## Author’s contributions

MG designed the study, managed growing the plants, isolated RNA for RNA-seq, analyzed data, performed qRT-PCR, wrote and revised the manuscript, YD and CZ analyzed the RNA-seq data, ARK helped in the field experiments, analyzed data, drafted and revised the manuscript related to biochemical pathways; DRH designed the study and co-wrote the manuscript; ID coordinated the project and critically reviewed the manuscript. All the authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Oligonucleotide sequences used for Real-Time RT-PCR (qRT-PCR). Click here for file

Additional file 2 List of all DEGs among 12 pair-wise comparisons (1/3, 1/4, 1/5, 1/6, 2/3, 2/4, 2/5, 2/6, 7/3, 7/4, 7/5, and 7/6) made between three sensitive [CK60 (1), BTx623 (2), and low-NUE RIL bulk (7)] and four tolerant [San Chi San (3), China17 (4), KS78 (5) and high-NUE RIL bulk (6)] genotypes of sorghum. Click here for file

Additional file 3 List of DEGs among four tolerant genotypes [San Chi San (3), China17 (4), KS78 (5) and high-NUE RIL bulk (6)]. Click here for file

Additional file 4 List of DEGs among three sensitive genotypes [CK60 (1), BTx623 (2), and low-NUE RIL bulk (7)]. Click here for file

Additional file 5 **Confirmation of differentially expressed candidate genes. A)** The Fold changes observed between 12 pair-wise comparisons (1/3, 1/4, 1/5, 1/6, 2/3, 2/4, 2/5, 2/6, 7 /3, 7/4, 7/5, and 7/6) made between three sensitive genotypes [CK60 (1), BTx623 (2) and the low-NUE bulk (7)] with each of the four tolerant genotypes [San Chi San (3), China17 (4), KS78 (5) and the high-NUE bulk (6)] in RNA-seq. **B)** Confirmation of the fold changes observed in RNA-seq with Real-Time qRT-PCR for the cDNA’s extracted from root tissues of seedling grown under N-stress. **C)** Checking the expression levels of candidate genes for the cDNA’s extracted from root tissues of seedlings grown under full N (100% Hoagland solution). Click here for file

Additional file 6 **Pathway enrichment analysis of common DEG transcripts. A.** Pathways associated with DEG transcripts abundant in sensitive genotypes. **B.** Pathways associated with DEG transcripts abundant in tolerant genotypes. Click here for file

Additional file 7 List of common DEGs among 12 pair-wise comparisons (1/3, 1/4, 1/5, 1/6, 2/3, 2/4, 2/5, 2/6, 7/3, 7/4, 7/5, and 7/6) made between three sensitive [CK60 (1), BTx623 (2), and low-NUE RIL bulk (7)] and four tolerant [San Chi San (3), China17 (4), KS78 (5) and high-NUE RIL bulk (6)] genotypes of sorghum. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

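The data were 28 root libraries from 7 sorghum genotypes, with 4 biological replicates each, grown for 3 weeks under N-stress in a 16 h photoperiod at 25 °C by day and 18 °C by night. The authors trimmed the single-end reads, mapped them with Bowtie to the sorghum genome, discarded reads that mapped to several locations and counted the remaining reads per gene with HTSeq-count in union mode. The deposited values are raw read counts per gene in each library, without normalization, as the values themselves (whole numbers) and the authors' methods state. Their mean over replicates is the row of reads in gene regions in Table 3. The lanes of the libraries are not stated, so a lane effect could not be fitted.

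Total counts per library ran from 2192302 to 5466158 (median 4471351). A gene with 3 counts stood at 0.55 to 1.37 CPM. With 4 replicates and a biological coefficient of variation of 0.39 at the median abundance, genes with few reads carry wide errors, and where a genotype had no reads the size of a log2 fold change was set by the prior count of 0.125. For log2 CPM values the prior count was 2.

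The main fit used R 4.3.3 and edgeR 4.0.16. Genes were kept by filterByExpr with the genotype as group, a minimum count of 10 and a minimum total of 15, which left 18503 genes. TMM factors were computed, a trended dispersion was estimated over all 28 libraries with 1 coefficient per genotype, and contrasts of genotypes were tested with the quasi-likelihood F-test. The p-values were adjusted by the method of Benjamini and Hochberg within each comparison. A DEG had a log2 fold change (sensitive over tolerant) of at least 1 in size and an adjusted p below 0.001. The standard errors of log2 fold changes came from the fitted weights and the moderated quasi-dispersion of the gene. All adjusted p-values printed beside a fold change are from edgeR unless DESeq2 is named.

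There were 12 comparisons of the 3 sensitive with the 4 tolerant genotypes, 6 among the tolerant and 3 among the sensitive genotypes. Genes called in at least 6 of the 12 were taken as common DEG transcripts after those called in at least 5 of the 6 comparisons among tolerant genotypes or in at least 2 of the 3 among sensitive genotypes had been removed. A further test compared the classes with the genotypes as the units, on the counts summed over the replicates of a genotype, with an adjusted p below 0.05. The genes named in the text are those the paper names with a locus in its text or in Tables 4, 5 and 6 and Additional file 1, and the DEG transcripts called in all 12 comparisons, of which there were 0. This rule was set before the files arrived.

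Replicates with the same number in different genotypes were treated as a block in an alternative fit, since the sample labels number them alike. The alternatives to the main fit were an adjusted p below 0.005, no fold change cutoff, calls required in the same direction, edgeR's exact test, DESeq2 1.42.0, RLE size factors, library sizes alone, no filter, at least 10 counts in every replicate of a genotype, the replicate block, a fit of each pair alone, the exact test on each pair alone without a filter, and leaving out each library in turn. The class test was also run with limma 3.58.1, without the bulks and without a filter. Fits of replicates 1 and 4 only and of replicates 2 and 3 only were added after seeing the data.

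Other divisions of the samples were counted for every DEG count: all 35 splits of the 8 libraries of a pair, all 35 divisions of the 7 genotypes into 3 and 4, and 60 regroupings of the libraries within a class. The scripts were tested on simulated data with 200 changed genes at a log2 fold change of 3. There the main fit recovered 99.6% of the calls and all 200 common genes, with 0 false ones. DESeq2 made 11 false calls, and the class test found 7 false genes with edgeR and 11 with limma. The simulation was easier than the data: every gene had the same, smaller spread, and changed genes had ample reads. Genotypes of a class were alike, and replicates had no batch. It therefore checks the scripts and gives no error rates for these data. Tables, permutations and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

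The proteome, biomass and field data, the qRT-PCR measurements and plants grown at full N were not analysed here. RPKM values need gene lengths, and the GO and KEGG enrichments need the annotation the authors used, so neither was recomputed. For the pathways, the genes listed in Additional file 6 were looked up in the DEG calls. No library was left out of the main fit.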

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

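The main fit, its cutoffs, the rule for the genes followed by name and the alternatives were set before the processed files arrived. Exceptions are the fits of replicates 1 and 4 only and of replicates 2 and 3 only. Genes picked out by the main fit and predictions said below to have been written later are also exceptions.

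A search for a single library far from its replicates covered the log2 CPM of 16 genes in groups of 4 libraries. Of 126 groups tested, 2 were flagged, while 6.3 would be expected by chance. For the 2OG-Fe oxygenase Sb08g016370, replicate 2 of the high-NUE bulk stood at 0.76 and the others at -1.08, so the gap took up the whole range (a ratio of 1). For the cell wall invertase 2 Sb0067s002240, replicate 4 of BTx623 stood at -0.34 and the others at -1.08, again with a ratio of 1. The counts behind these values were 3 reads against 0 in the first case and 1 read against 0 in the second. At this depth they say nothing beyond the sampling of single reads, and no biological explanation was tested.

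Of the common DEG transcripts, 3 were called in opposite directions in different pair-wise comparisons, and the difference of the log2 fold changes was tested. Sb01g023100 had 6.03 in BTx623 against San Chi San and -2.67 in the low-NUE bulk against KS78, a difference of 8.7 (adjusted p = 4.9e-08 from edgeR), with 6 calls higher in sensitive genotypes and 1 higher in tolerant genotypes. For Sb03g031960 the values were 7.38 in the low-NUE bulk against KS78 and -6.85 in BTx623 against China17, a difference of 14.23 (adjusted p = 1.1e-08), with 2 and 4 calls. Sb09g001200 had 2.6 in the low-NUE bulk against KS78 and -6.81 in BTx623 against China17, a difference of 9.41 (adjusted p = 9.0e-09), with 1 and 6 calls. The contrasts were those with the extreme fold changes, so their p-values are for a difference picked by its size. A variant that removes a transcript or its reads in some genotypes could give such patterns whatever their tolerance. Such a variant was tested on the genes absent in 1 parent of the RILs. It predicts that the share of the parental level in a bulk correlates between neighbouring genes in both bulks. Neighbours were consecutive genes of this set on a chromosome, however far apart, and genes absent in either parent were pooled. A weak correlation therefore says little against a variant. Spearman's rho was 0.25 in the high-NUE bulk (permutation p = 0.02, 64 pairs of genes) and 0.11 in the low-NUE bulk (permutation p = 0.2), so the correlation was not clear in both bulks. The test was defined on genes absent in a parent, whereas the contrasts above also involve BTx623, China17 and KS78. It therefore cannot decide on these 3 patterns, and a variant remains open for them. Reads that a genotype lacks only because it differs from the reference would leave BTx623, the genotype of the reference, with the fewest absent genes. Genes absent in BTx623 and present in the other inbred genotypes numbered 1, against 0 in CK60, 5 in San Chi San, 1 in China17 and 1 in KS78, so BTx623 did not have the fewest and the prediction written beforehand was not met. With 0 in CK60, however, BTx623 could not have come out lower, and genes absent in more than 1 inbred genotype were not counted. The counts are too small for the test to speak for or against such reads.

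In data the paper does not report on, 1 gene was present in the low-NUE bulk, with at least 10 counts in every replicate, and absent in both parents of its lines. The unrelated inbred genotypes had 6 such genes (BTx623), 0 (China17) and 3 (KS78), and the high-NUE bulk had 0. A mislabelled or mixed bulk would be expected to carry such genes. The test was set up for the high-NUE bulk, with its value of 0 to be compared with the lowest of the unrelated genotypes. As that was also 0, the test cannot tell, and this reading was added after the 0 had been seen. No biological explanation was tested for the gene of the low-NUE bulk.

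Replicate 1 of CK60 and replicate 1 of San Chi San lay apart from the other replicates of their genotypes and in the same direction. At a log2 difference of 3 or more from the other 3 replicates, 42 genes were higher in both and 219 were lower in both. For no other pair of genotypes were more than 24 genes higher (BTx623 and KS78) or more than 4 lower (San Chi San and KS78) in both replicates numbered 1. The deviations of the 2 libraries correlated with r of 0.75 across genes, and their log2 CPM values correlated with r of 0.90 across genes. All predictions on this pattern were written after it had been seen.

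Technical explanations were weighed first. A mixture of the 2 samples would bring reads of genes that are absent in the rest of the genotype, and these stood at 2.72% of the other parent's level in the higher of the 2 libraries, between the 1% and the 5% that were set as limits, so by this rule a mixed sample cannot be told apart. A mixture of 2 samples has levels between theirs, however. It could not put 219 genes lower and 42 higher in both libraries than in the other replicates of each genotype. These genes argue against mixing of the 2 samples as the cause of the pattern. Mislabelled samples were sought by the reads on genes absent in a genotype, and 20 of 20 inbred libraries had the fewest on the genes of their own genotype. The gene set of that test was widened after a first, narrower set, empty for some genotypes, had given 15 of 20. Neither the total counts (4807033 in the lower of the 2) nor the share of the 50 most abundant genes (12.4% in the higher) lay outside the range of the other libraries. If replicate 1 formed a batch of its own, the other 5 genotypes would deviate alike, but their mean correlation with the 2 libraries was 0.08. A batch of these 2 libraries alone was not tested, as lanes and preparation dates are not stated.

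On the biological side, the genes lower in both libraries include an alcohol dehydrogenase, and a lower level of glycolysis and fermentation transcripts in these 2 plants may be part of the pattern. Over the 9 remaining genes of the paper's glycolysis list, the median log2 difference was -1.53, with 6 genes lower in both libraries, against a median of 0.09 in random draws of as many genes (permutation p = 3e-04). The alcohol dehydrogenase and the pyruvate decarboxylase that led to the idea were left out. The design gives no oxygen or water condition and the idea came from the same data, so this stays a hypothesis. A small admixture of the 2 samples remains open, though not as the cause of the 219 genes lower in both.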

How the results depend on the processing

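The main values were compared with those of the alternatives, a count being taken as unchanged when it stayed within 1.5 times the main value. Of 94 headline results, 14 were unchanged under every alternative that was run for them. These were the DEG transcripts in all 12 comparisons (0), the genes differing between the classes with genotypes as units (0), the reads in genes of the 7 genotypes and the gene counts of 5 pathways: sterol biosynthesis and thiamine metabolism in sensitive genotypes, and nitrogen metabolism, aminoacyl-tRNA biosynthesis and lysine biosynthesis in tolerant genotypes. The reads in genes were followed only with single libraries left out. The pathway counts were followed only with the exact test on each pair alone without a filter. The genes detected also stayed within 1.5 times the main value, but they were set down as moved with the definition and are not among the 14. Without a fold change cutoff, with RLE size factors, without a filter and with calls required in the same direction, no headline result that was followed changed. In the counts below, the numbers in parentheses are the transcripts higher in the sensitive and in the tolerant genotype.

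Raising the adjusted p cutoff to 0.005 lets in genes with less evidence. CK60 then had 471 (289 and 182) against San Chi San, 424 (274 and 150) against China17, 152 (95 and 57) against KS78 and 927 (608 and 319) against the high-NUE bulk. BTx623 then had 424 (280 and 144) against San Chi San, 283 (189 and 94) against China17, 231 (149 and 82) against KS78 and 345 (237 and 108) against the high-NUE bulk. The low-NUE bulk then had 342 (209 and 133) against San Chi San, 81 (74 and 7) against China17, 119 (89 and 30) against KS78 and 2 (1 and 1) against the high-NUE bulk. Among tolerant genotypes, the counts were 158 for San Chi San against China17, 490 for San Chi San against KS78, 823 for San Chi San against the high-NUE bulk, 281 for China17 against KS78, 81 for China17 against the high-NUE bulk and 263 for KS78 against the high-NUE bulk. Among sensitive genotypes, the counts were 225 for CK60 against BTx623, 189 for CK60 against the low-NUE bulk and 136 for BTx623 against the low-NUE bulk. Transcripts called numbered 7 in at least 5 of 6 comparisons among tolerant genotypes, 142 in at least 2 of 3 among sensitive genotypes, 97 in at least 6 of 12 and 8 in at least 9 of 12. Common DEG transcripts were 67, with 57 abundant in sensitive genotypes, 9 in tolerant genotypes and 1 in opposite directions.

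The exact test in the fit of all libraries takes each gene's dispersion as known, while the main test allows for its uncertainty, which could explain its larger counts. Its counts for CK60 were 513 (316 and 197) against San Chi San, 493 (326 and 167) against China17, 188 (116 and 72) against KS78 and 942 (620 and 322) against the high-NUE bulk. Its counts for BTx623 were 478 (312 and 166) against San Chi San, 345 (229 and 116) against China17, 271 (172 and 99) against KS78 and 443 (314 and 129) against the high-NUE bulk. Its counts for the low-NUE bulk were 438 (246 and 192) against San Chi San, 121 (109 and 12) against China17, 162 (118 and 44) against KS78 and 8 (6 and 2) against the high-NUE bulk. Within the tolerant class there were 201 for San Chi San against China17, 533 for San Chi San against KS78, 852 for San Chi San against the high-NUE bulk, 335 for China17 against KS78, 126 for China17 against the high-NUE bulk and 334 for KS78 against the high-NUE bulk. Within the sensitive class there were 283 for CK60 against BTx623, 273 for CK60 against the low-NUE bulk and 191 for BTx623 against the low-NUE bulk. Counts over comparisons were 9 in at least 5 of 6 comparisons among tolerant genotypes, 191 in at least 2 of 3 among sensitive genotypes, 129 in at least 6 of 12 and 11 in at least 9 of 12. The common DEG transcripts numbered 89, with 71 abundant in sensitive genotypes, 13 in tolerant genotypes and 5 in opposite directions.

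DESeq2 shares information on dispersion among genes in another way and tests with the Wald statistic, and its larger counts may come from this. Counts became, for CK60, 523 (318 and 205) against San Chi San, 526 (344 and 182) against China17, 193 (121 and 72) against KS78 and 1147 (794 and 353) against the high-NUE bulk. Counts became, for BTx623, 490 (304 and 186) against San Chi San, 346 (228 and 118) against China17, 257 (164 and 93) against KS78 and 515 (378 and 137) against the high-NUE bulk. Counts became, for the low-NUE bulk, 506 (250 and 256) against San Chi San, 107 (94 and 13) against China17, 159 (110 and 49) against KS78 and 6 (5 and 1) against the high-NUE bulk. Comparing tolerant genotypes gave 217 for San Chi San against China17, 536 for San Chi San against KS78, 993 for San Chi San against the high-NUE bulk, 338 for China17 against KS78, 123 for China17 against the high-NUE bulk and 354 for KS78 against the high-NUE bulk. Comparing sensitive genotypes gave 295 for CK60 against BTx623, 344 for CK60 against the low-NUE bulk and 193 for BTx623 against the low-NUE bulk. There were then 7 in at least 5 of 6 comparisons among tolerant genotypes, 189 in at least 2 of 3 among sensitive genotypes, 120 in at least 6 of 12 and 12 in at least 9 of 12. Left as common were 85, with 70 abundant in sensitive genotypes, 10 in tolerant genotypes and 5 in opposite directions.

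Scaling by library size alone drops the TMM factors, which shifts all fold changes of a genotype together. For CK60 there were 269 (68 and 201) against the high-NUE bulk. For BTx623 there were 112 (40 and 72) against the high-NUE bulk. For the low-NUE bulk there were 161 (147 and 14) against San Chi San and 0 (0 and 0) against the high-NUE bulk. Transcripts called numbered 2 in at least 9 of 12. Common DEG transcripts were 42, with 38 abundant in sensitive genotypes, 3 in tolerant genotypes and 1 in opposite directions.

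The replicate block takes differences common to replicates with the same number out of the residual spread, which may explain the larger counts in comparisons with the high-NUE bulk. CK60 then had 659 (423 and 236) against the high-NUE bulk. BTx623 then had 369 (274 and 95) against the high-NUE bulk. The low-NUE bulk then had 222 (151 and 71) against San Chi San and 0 (0 and 0) against the high-NUE bulk. Among tolerant genotypes, the counts were 601 for San Chi San against the high-NUE bulk and 200 for KS78 against the high-NUE bulk. Among sensitive genotypes, the counts were 193 for CK60 against BTx623 and 103 for CK60 against the low-NUE bulk. Counts over comparisons were 2 in at least 5 of 6 comparisons among tolerant genotypes. The common DEG transcripts numbered 48, with 37 abundant in sensitive genotypes, 8 in tolerant genotypes and 3 in opposite directions.

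Fitting each pair alone leaves 6 residual degrees of freedom in place of 21, which could explain the smaller counts in all comparisons but BTx623 against the high-NUE bulk. Its counts for CK60 were 15 (10 and 5) against San Chi San, 20 (11 and 9) against China17, 4 (0 and 4) against KS78 and 1 (0 and 1) against the high-NUE bulk. Its counts for BTx623 were 52 (43 and 9) against San Chi San, 68 (50 and 18) against China17, 43 (23 and 20) against KS78 and 177 (144 and 33) against the high-NUE bulk. Its counts for the low-NUE bulk were 25 (25 and 0) against San Chi San, 15 (14 and 1) against China17, 15 (7 and 8) against KS78 and 0 (0 and 0) against the high-NUE bulk. Within the tolerant class there were 14 for San Chi San against China17, 67 for San Chi San against KS78, 15 for San Chi San against the high-NUE bulk, 60 for China17 against KS78, 8 for China17 against the high-NUE bulk and 12 for KS78 against the high-NUE bulk. Within the sensitive class there were 13 for CK60 against BTx623, 3 for CK60 against the low-NUE bulk and 27 for BTx623 against the low-NUE bulk. There were then 0 in at least 5 of 6 comparisons among tolerant genotypes, 5 in at least 2 of 3 among sensitive genotypes, 3 in at least 6 of 12 and 0 in at least 9 of 12. Left as common were 3, with 3 abundant in sensitive genotypes, 0 in tolerant genotypes and 0 in opposite directions.

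The exact test on each pair alone, without a filter, takes the dispersion from the 8 libraries of the pair only and as known, and its larger counts may come from this. Counts became, for CK60, 164 (91 and 73) against KS78 and 644 (455 and 189) against the high-NUE bulk. Counts became, for BTx623, 462 (309 and 153) against San Chi San, 511 (366 and 145) against China17, 400 (247 and 153) against KS78 and 1124 (858 and 266) against the high-NUE bulk. Counts became, for the low-NUE bulk, 497 (274 and 223) against San Chi San, 213 (175 and 38) against China17, 365 (199 and 166) against KS78 and 40 (29 and 11) against the high-NUE bulk. Comparing tolerant genotypes gave 497 for San Chi San against KS78, 742 for San Chi San against the high-NUE bulk, 420 for China17 against KS78, 277 for China17 against the high-NUE bulk and 536 for KS78 against the high-NUE bulk. Comparing sensitive genotypes gave 226 for CK60 against BTx623, 285 for CK60 against the low-NUE bulk and 604 for BTx623 against the low-NUE bulk. Transcripts called numbered 8 in at least 5 of 6 comparisons among tolerant genotypes, 225 in at least 2 of 3 among sensitive genotypes, 121 in at least 6 of 12 and 14 in at least 9 of 12. Common DEG transcripts were 84, with 69 abundant in sensitive genotypes, 12 in tolerant genotypes and 3 in opposite directions. Pathway genes abundant in sensitive genotypes numbered 24 for flavonoids, stilbene and lignin biosynthesis, 23 for ascorbate and aldarate metabolism, 18 for gamma-Hexachlorocyclohexane degradation, 15 for fluorene degradation, 5 for nitrogen metabolism, 9 for glutathione metabolism, 6 for alanine and aspartate metabolism and 146 for all pathways. Pathway genes abundant in tolerant genotypes numbered 15 for flavonoids, stilbene and lignin biosynthesis, 8 for ascorbate and aldarate metabolism, 7 for gamma-Hexachlorocyclohexane degradation, 5 for fluorene degradation, 3 for glutathione metabolism, 4 for folate biosynthesis, 2 for pantothenate and CoA biosynthesis, 1 for valine, leucine and isoleucine degradation, 1 for histidine metabolism, 1 for aminophosphonate metabolism, 1 for methionine metabolism and 63 for all pathways.

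With replicates 1 and 4 only, a fit chosen after seeing the data, 2 libraries per genotype remain and among them are the deviating replicates 1 of CK60 and San Chi San, which may explain the small counts. For CK60 there were 1 (1 and 0) against San Chi San, 0 (0 and 0) against China17, 0 (0 and 0) against KS78 and 0 (0 and 0) against the high-NUE bulk. For BTx623 there were 1 (1 and 0) against San Chi San, 0 (0 and 0) against China17, 0 (0 and 0) against KS78 and 0 (0 and 0) against the high-NUE bulk. For the low-NUE bulk there were 1 (1 and 0) against San Chi San, 0 (0 and 0) against China17, 0 (0 and 0) against KS78 and 0 (0 and 0) against the high-NUE bulk. Between tolerant genotypes, the counts were 1 for San Chi San against China17, 10 for San Chi San against KS78, 1 for San Chi San against the high-NUE bulk, 0 for China17 against KS78, 0 for China17 against the high-NUE bulk and 0 for KS78 against the high-NUE bulk. Between sensitive genotypes, the counts were 0 for CK60 against BTx623, 0 for CK60 against the low-NUE bulk and 0 for BTx623 against the low-NUE bulk. Counts over comparisons were 0 in at least 5 of 6 comparisons among tolerant genotypes, 0 in at least 2 of 3 among sensitive genotypes, 0 in at least 6 of 12 and 0 in at least 9 of 12. The common DEG transcripts numbered 0, with 0 abundant in sensitive genotypes, 0 in tolerant genotypes and 0 in opposite directions.

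With replicates 2 and 3 only, also chosen after seeing the data, the libraries per genotype are again 2, which could explain the smaller counts. CK60 then had 139 (94 and 45) against San Chi San, 103 (75 and 28) against China17, 38 (26 and 12) against KS78 and 35 (18 and 17) against the high-NUE bulk. BTx623 then had 120 (65 and 55) against San Chi San, 79 (45 and 34) against China17, 49 (25 and 24) against KS78 and 16 (4 and 12) against the high-NUE bulk. The low-NUE bulk then had 59 (35 and 24) against San Chi San, 15 (13 and 2) against China17, 15 (9 and 6) against KS78 and 0 (0 and 0) against the high-NUE bulk. Among tolerant genotypes, the counts were 36 for San Chi San against China17, 119 for San Chi San against KS78, 60 for San Chi San against the high-NUE bulk, 56 for China17 against KS78, 4 for China17 against the high-NUE bulk and 22 for KS78 against the high-NUE bulk. Among sensitive genotypes, the counts were 67 for CK60 against BTx623, 9 for CK60 against the low-NUE bulk and 17 for BTx623 against the low-NUE bulk. There were then 0 in at least 5 of 6 comparisons among tolerant genotypes, 15 in at least 2 of 3 among sensitive genotypes, 16 in at least 6 of 12 and 1 in at least 9 of 12. Left as common were 13, with 10 abundant in sensitive genotypes, 3 in tolerant genotypes and 0 in opposite directions.

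Requiring at least 10 counts in every replicate of a genotype left 1 common DEG transcript abundant in tolerant genotypes (2 in the main fit), since genes with few reads drop out. Genes detected moved with the definition. With at least 1 read in any of the 4 replicates there were 23339 in CK60, 23279 in BTx623, 23220 in San Chi San, 23008 in China17, 23349 in KS78, 23232 in the high-NUE bulk and 23698 in the low-NUE bulk. With at least 1 read in all 4 replicates there were 19457 in CK60, 19725 in BTx623, 19197 in San Chi San, 19156 in China17, 19884 in KS78, 19301 in the high-NUE bulk and 20377 in the low-NUE bulk. Counting genes with at least 2 reads gave 20171 in CK60, 20214 in BTx623, 19981 in San Chi San, 19785 in China17, 20297 in KS78, 19886 in the high-NUE bulk and 20742 in the low-NUE bulk. A definition over any replicate adds genes at the limit of detection and a definition over all replicates removes them.

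Leaving out each of the 28 libraries in turn gave the following ranges, which reflect the loss of a replicate in a genotype and the change in the spread estimated for all. CK60 against San Chi San ran from 196 to 307 DEG transcripts (114 to 209 higher in CK60 and 63 to 107 higher in San Chi San). CK60 against China17 ran from 132 to 286 DEG transcripts (74 to 182 higher in CK60 and 46 to 104 higher in China17). CK60 against KS78 ran from 47 to 102 DEG transcripts (25 to 64 higher in CK60 and 19 to 40 higher in KS78). CK60 against the high-NUE bulk ran from 92 to 443 DEG transcripts (39 to 291 higher in CK60 and 45 to 161 higher in the high-NUE bulk). BTx623 against San Chi San ran from 164 to 285 DEG transcripts (112 to 204 higher in BTx623 and 33 to 81 higher in San Chi San). BTx623 against China17 ran from 102 to 195 DEG transcripts (63 to 136 higher in BTx623 and 33 to 59 higher in China17). BTx623 against KS78 ran from 71 to 147 DEG transcripts (38 to 94 higher in BTx623 and 29 to 53 higher in KS78). BTx623 against the high-NUE bulk ran from 44 to 173 DEG transcripts (18 to 110 higher in BTx623 and 20 to 64 higher in the high-NUE bulk). The low-NUE bulk against San Chi San ran from 74 to 174 DEG transcripts (57 to 124 higher in the low-NUE bulk and 8 to 50 higher in San Chi San). The low-NUE bulk against China17 ran from 24 to 59 DEG transcripts (23 to 54 higher in the low-NUE bulk and 1 to 5 higher in China17). The low-NUE bulk against KS78 ran from 31 to 76 DEG transcripts (20 to 58 higher in the low-NUE bulk and 8 to 18 higher in KS78). The low-NUE bulk against the high-NUE bulk ran from 0 to 1 DEG transcripts (0 to 1 higher in the low-NUE bulk). Within classes the ranges were 58 to 100 for San Chi San against China17, 93 to 395 for San Chi San against the high-NUE bulk, 103 to 200 for China17 against KS78, 21 to 42 for China17 against the high-NUE bulk, 51 to 138 for KS78 against the high-NUE bulk, 76 to 148 for CK60 against BTx623, 33 to 70 for CK60 against the low-NUE bulk and 27 to 77 for BTx623 against the low-NUE bulk. Over comparisons they were 0 to 2 in at least 5 of 6 comparisons among tolerant genotypes, 39 to 79 in at least 2 of 3 among sensitive genotypes and 1 to 4 in at least 9 of 12. Common DEG transcripts ran from 23 to 37 abundant in sensitive genotypes, 1 to 7 abundant in tolerant genotypes and 0 to 4 in opposite directions. The total of common DEG transcripts (29 to 42) and those in at least 6 of 12 comparisons (37 to 52) stayed within 1.5 times the main counts.

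The sign of a log2 fold change reversed in 9 rows, none with a DEG call in the main fit or under the alternative. With replicates 1 and 4 only, Sb02g003510 changed from -1.88 to 0.15 in BTx623 against the high-NUE bulk, Sb03g032310 changed from -1.05 to 0.43 in CK60 against San Chi San, Sb03g032310 changed from -1.62 to 0.87 in CK60 against the high-NUE bulk and Sb09g003700 changed from -1.51 to 0.01 in BTx623 against the high-NUE bulk. Without San Chi San replicate 3, Sb03g032310 changed from -1.05 to 0.18 in CK60 against San Chi San. Without BTx623 replicate 2, Sb08g016370 changed from 1.69 to -2.16 in BTx623 against China17 and Sb08g016370 changed from 2.44 to -1.41 in BTx623 against KS78. Without CK60 replicate 4, Sb09g026280 changed from 3.02 to -1.71 in CK60 against KS78 and Sb09g026280 changed from 3.42 to -1.3 in CK60 against the high-NUE bulk. Over all fits without one library, Sb03g032310 in CK60 against San Chi San ran from -2.95 to 0.18. For Sb08g016370 in BTx623 against China17 this range was -2.16 to 2.51. For Sb08g016370 in BTx623 against KS78 this range was -1.41 to 3.02. For Sb09g026280 in CK60 against KS78 this range was -1.71 to 3.9. For Sb09g026280 in CK60 against the high-NUE bulk this range was -1.3 to 4.55. The counts of these genes differed widely among replicates, for Sb03g032310 from 8 to 272 in CK60, for Sb08g016370 from 11 to 2576 in BTx623 and for Sb09g026280 from 0 to 59 in CK60, so a fit without a library could turn the sign. The 455 log2 fold changes of named genes that were followed gave 18390 values under an alternative. For these, unchanged means that the sign and the DEG call were kept, whatever the size. So defined, 16763 were unchanged, 915 lost a DEG call and 703 gained one. Of the values, 12740 came from fits without 1 library, including libraries of genotypes outside the comparison, so these numbers do not measure how stable the sizes are. Some alternatives gave no value for a gene, because it had too few reads to pass the filter. Fitting a pair alone gave 331 of the 455 log2 fold changes, at least 10 counts in every replicate 352 and replicates 2 and 3 only 417. Genes named by the paper that did not pass the filter of the main fit have no main value and were not followed. All alternatives that were set were run.

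The depth limits the low-abundance genes. In the library with the smallest total, 2192302 counts from the high-NUE bulk, 3 counts were 1.37 CPM. With all libraries thinned to that total, CK60 against the high-NUE bulk had 228 DEG transcripts (345 before), CK60 against San Chi San 191 (305 before) and the low-NUE against the high-NUE bulk 0 (1 before). Where a genotype had no reads for a gene, the sign of the difference is measured but the size of the log2 fold change follows the small prior count that edgeR adds.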

Differences from the paper's values

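A gap is called closed when the value came within 1.5 times the paper's value or, for fold changes of single genes, within 1 standard error of it on the log2 scale. The alternatives are those set before the files arrived unless said otherwise. Every DEG count was below the paper's. The paper's count for CK60 against San Chi San is 486, against 305 here, and the gap was closed by the counts of 471 from an adjusted p cutoff of 0.005, 513 from the exact test, 523 from DESeq2, 358 from the replicate block and 356 from the exact test on the pair alone. The paper's count for CK60 against China17 is 527, against 240 here, and the gap was closed by the counts of 424 from an adjusted p cutoff of 0.005, 493 from the exact test and 526 from DESeq2. The paper's count for CK60 against KS78 is 279, against 91 here, and the gap was closed by the counts of 188 from the exact test and 193 from DESeq2. The paper's count for CK60 against the high-NUE bulk is 941, against 345 here, and the gap was closed by the counts of 927 from an adjusted p cutoff of 0.005, 942 from the exact test, 1147 from DESeq2, 659 from the replicate block and 644 from the exact test on the pair alone. The paper's count for BTx623 against San Chi San is 589, against 251 here, and the gap was closed by the counts of 424 from an adjusted p cutoff of 0.005, 478 from the exact test, 490 from DESeq2 and 462 from the exact test on the pair alone. The paper's count for BTx623 against China17 is 695, against 171 here, and the gap was closed by the counts of 511 from the exact test on the pair alone. The paper's count for BTx623 against KS78 is 550, against 133 here, and the gap was closed by the counts of 400 from the exact test on the pair alone. The paper's count for BTx623 against the high-NUE bulk is 1432, against 133 here, and the gap was closed by the counts of 1124 from the exact test on the pair alone. The paper's count for the low-NUE bulk against San Chi San is 731, against 148 here, and the gap was closed by the counts of 506 from DESeq2 and 497 from the exact test on the pair alone. The paper's count for the low-NUE bulk against China17 is 341, against 56 here, and none of the alternatives closed the gap. The paper's count for the low-NUE bulk against KS78 is 478, against 61 here, and the gap was closed by the counts of 365 from the exact test on the pair alone. The paper's count for the low-NUE bulk against the high-NUE bulk is 130, against 1 here, and none of the alternatives closed the gap. For each of these counts, the other alternatives, including every fit without one library, left the gap open.

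The directions can be counted from the paper's full lists. The paper has 211 transcripts higher in San Chi San for CK60 against San Chi San, against 100, and the gap was closed by 182 from an adjusted p cutoff of 0.005, 197 from the exact test and 205 from DESeq2. The paper has 363 transcripts higher in CK60 for CK60 against China17, against 153, and the gap was closed by 274 from an adjusted p cutoff of 0.005, 326 from the exact test and 344 from DESeq2. The paper has 164 transcripts higher in China17 for CK60 against China17, against 87, and the gap was closed by 150 from an adjusted p cutoff of 0.005, 167 from the exact test, 182 from DESeq2, 112 from the replicate block and 112 from the exact test on the pair alone. The paper has 179 transcripts higher in CK60 for CK60 against KS78, against 60, and the gap was closed by 121 from DESeq2. The paper has 100 transcripts higher in KS78 for CK60 against KS78, against 31, and the gap was closed by 72 from the exact test, 72 from DESeq2 and 73 from the exact test on the pair alone. The paper has 735 transcripts higher in CK60 for CK60 against the high-NUE bulk, against 209, and the gap was closed by 608 from an adjusted p cutoff of 0.005, 620 from the exact test and 794 from DESeq2. The paper has 206 transcripts higher in the high-NUE bulk for CK60 against the high-NUE bulk, against 136, and the gap was closed by 139 from no fold change cutoff, 201 from library sizes alone, 138 from at least 10 counts in every replicate, 236 from the replicate block and 189 from the exact test on the pair alone, and by 141 leaving out BTx623 replicate 2, 161 leaving out San Chi San replicate 1, 140 leaving out China17 replicate 4 and 140 leaving out KS78 replicate 4. The paper has 351 transcripts higher in BTx623 for BTx623 against San Chi San, against 183, and the gap was closed by 280 from an adjusted p cutoff of 0.005, 312 from the exact test, 304 from DESeq2 and 309 from the exact test on the pair alone. The paper has 238 transcripts higher in San Chi San for BTx623 against San Chi San, against 68, and the gap was closed by 166 from the exact test and 186 from DESeq2. The paper has 475 transcripts higher in BTx623 for BTx623 against China17, against 118, and the gap was closed by 366 from the exact test on the pair alone. The paper has 220 transcripts higher in China17 for BTx623 against China17, against 53, with no alternative closing the gap. The paper has 350 transcripts higher in BTx623 for BTx623 against KS78, against 87, and the gap was closed by 247 from the exact test on the pair alone. The paper has 200 transcripts higher in KS78 for BTx623 against KS78, against 46, and the gap was closed by 153 from the exact test on the pair alone.

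The paper gives 60 DEG transcripts in at least 5 of 6 comparisons among tolerant genotypes, against 1, and none of the alternatives closed the gap. The paper gives 289 DEG transcripts in at least 2 of 3 comparisons among sensitive genotypes, against 71, and the gap was closed by 225 from the exact test on the pair alone. The paper gives 183 DEG transcripts in at least 6 of 12 comparisons, against 52, and the gap was closed by 129 from the exact test. The paper gives 33 DEG transcripts in at least 9 of 12 comparisons, against 4, and none of the alternatives closed the gap. The paper gives 2 DEG transcripts in all 12 comparisons, against 0, and none of the alternatives closed the gap. The paper gives 115 common DEG transcripts, against 41, and the gap was closed by 89 from the exact test, 85 from DESeq2 and 84 from the exact test on the pair alone. The paper gives 88 common DEG transcripts abundant in sensitive genotypes, against 36, and the gap was closed by 71 from the exact test, 70 from DESeq2 and 69 from the exact test on the pair alone. The paper gives 27 common DEG transcripts abundant in tolerant genotypes, against 2, and none of the alternatives closed the gap. The paper shows about 470 DEG transcripts in at least 4 of 12 comparisons in Figure 3, read by eye, against 157, and the gap was closed by 351 from the exact test, 348 from DESeq2 and 371 from the exact test on the pair alone. The paper shows about 260 DEG transcripts in at least 5 of 12 comparisons in Figure 3, read by eye, against 84, and the gap was closed by 209 from the exact test, 203 from DESeq2 and 206 from the exact test on the pair alone. The paper shows about 88 DEG transcripts in at least 7 of 12 comparisons in Figure 3, read by eye, against 17, and none of the alternatives closed the gap. The paper shows about 52 DEG transcripts in at least 8 of 12 comparisons in Figure 3, read by eye, against 8, and none of the alternatives closed the gap. The paper shows about 10 DEG transcripts in at least 10 of 12 comparisons in Figure 3, read by eye, against 0, and none of the alternatives closed the gap. The paper shows about 4 DEG transcripts in at least 11 of 12 comparisons in Figure 3, read by eye, against 0, and none of the alternatives closed the gap.

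Of the 33 log2 fold changes of Table 4 that were also computed, 30 lay more than 1 standard error from the paper's or had another sign. Of the paper's 33 values, 31 lay closer to the signed linear fold change computed here than to the log2 fold change. That change of unit was looked at after seeing the values and is not among the alternatives. For FNR Sb01g006100, the log2 fold change was -0.81 in BTx623 against China17 (the paper's -1.6), with no alternative closing the gap. For GOGAT-3 Sb03g031310, the log2 fold change was 1.07 in the low-NUE bulk against San Chi San (the paper's -2), with no alternative closing the gap. It was -1.01 in CK60 against KS78 (the paper's -1.8), and the gap was closed by -1.76 with replicates 2 and 3 only, chosen after seeing the values. This value was -1.01 in CK60 against the high-NUE bulk (the paper's -1.8), and the gap was closed by -1.67 with replicates 2 and 3 only, chosen after seeing the values. For NRT2.5 or 2.7 Sb03g032310, the log2 fold change was -1.97 in CK60 against China17 (the paper's -3.4), and the gap was closed by -3.87 without CK60 replicate 4, and by -3.21 with replicates 2 and 3 only, chosen after seeing the values. This value was -2.11 in CK60 against KS78 (the paper's -4.1), and the gap was closed by -4.01 without CK60 replicate 4. It was -0.81 in BTx623 against KS78 (the paper's -1.9), and the gap was closed by -0.99 with library sizes alone, and by -0.99 without BTx623 replicate 1, -1.3 without BTx623 replicate 3, -1.08 without KS78 replicate 1 and -1.06 without KS78 replicate 2, and by -1.25 with replicates 1 and 4 only, chosen after seeing the values. This value was -0.84 in the low-NUE bulk against KS78 (the paper's -2), and the gap was closed by -1.12 without KS78 replicate 1, -1.09 without KS78 replicate 2, -1.3 without low-NUE bulk replicate 3 and -1.06 without low-NUE bulk replicate 4, and by -1.48 with replicates 1 and 4 only, chosen after seeing the values. For HANT:NRT2.2 Sb04g001000, the log2 fold change was -0.97 in CK60 against China17 (the paper's -1.9), and the gap was closed by -1.34 without China17 replicate 4. This value was -1.18 in CK60 against KS78 (the paper's -2.2), and the gap was closed by -1.47 without KS78 replicate 1, and by -1.49 with replicates 2 and 3 only, chosen after seeing the values. It was -0.79 in BTx623 against China17 (the paper's -1.6), and the gap was closed by -0.87 with library sizes alone, and by -0.98 without BTx623 replicate 1, -1.2 without BTx623 replicate 3 and -1.17 without China17 replicate 4, and by -0.96 with replicates 2 and 3 only, chosen after seeing the values. This value was -1.01 in BTx623 against KS78 (the paper's -1.9), and the gap was closed by -1.2 without BTx623 replicate 1, -1.41 without BTx623 replicate 3 and -1.29 without KS78 replicate 1, and by -1.48 with replicates 2 and 3 only, chosen after seeing the values. It was -0.96 in the low-NUE bulk against China17 (the paper's -1.8), and the gap was closed by -1.34 without China17 replicate 4, -1.15 without low-NUE bulk replicate 2 and -1.4 without low-NUE bulk replicate 3, and by -2 with replicates 1 and 4 only, chosen after seeing the values. This value was -1.17 in the low-NUE bulk against KS78 (the paper's -2.2), and the gap was closed by -1.61 without low-NUE bulk replicate 3, and by -1.65 with replicates 1 and 4 only, chosen after seeing the values. For NiR Sb04g034160, the log2 fold change was 1.59 in CK60 against the high-NUE bulk (the paper's 3.6) and 1.52 in BTx623 against the high-NUE bulk (the paper's 3.9), with no alternative closing the gap. It was -0.93 in the low-NUE bulk against San Chi San (the paper's -1.6), and the gap was closed by -0.97 with DESeq2 and -0.97 with RLE size factors, and by -1.26 without San Chi San replicate 1, -1.13 without San Chi San replicate 4, -1.16 without low-NUE bulk replicate 2 and -1.03 without low-NUE bulk replicate 3, and by -0.96 in each of 7 fits without a library of another genotype (CK60 replicate 3, BTx623 replicate 4, China17 replicate 1, China17 replicate 2, China17 replicate 3, KS78 replicate 2 and KS78 replicate 3), and by -1.23 with replicates 2 and 3 only, chosen after seeing the values. This value was -0.69 in the low-NUE bulk against China17 (the paper's -1.5), and the gap was closed by -0.93 with the replicate block, and by -0.92 without China17 replicate 4 and -0.91 without low-NUE bulk replicate 2, and by -0.9 with replicates 1 and 4 only, chosen after seeing the values. It was 0.64 in the low-NUE bulk against the high-NUE bulk (the paper's 2.1), and the gap was closed by 1.81 with replicates 1 and 4 only, chosen after seeing the values. For GS-2 Sb06g031460, the log2 fold change was 1.85 in CK60 against China17 (the paper's 4.1), 2.23 in CK60 against KS78 (the paper's 5.3), 2.37 in CK60 against the high-NUE bulk (the paper's 6), -1.96 in BTx623 against San Chi San (the paper's -4) and -1.29 in the low-NUE bulk against San Chi San (the paper's -2.6), with no alternative closing the gap. For NR-1 Sb07g022750, the log2 fold change was 1.78 in CK60 against the high-NUE bulk (the paper's 3.7), 1.13 in BTx623 against China17 (the paper's 2.1), 2.2 in BTx623 against the high-NUE bulk (the paper's 4.8), -0.89 in the low-NUE bulk against KS78 (the paper's -1.9) and 0.73 in the low-NUE bulk against the high-NUE bulk (the paper's 1.8), with no alternative closing the gap. It was -1.13 in the low-NUE bulk against San Chi San (the paper's -1.9), and the gap was closed by -1.8 with replicates 2 and 3 only, chosen after seeing the values.

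Of the 53 fold changes given beside the qRT-PCR values, 7 differed, all of them of 1 gene. For Sb05g008910, the linear fold change was 1.41 in CK60 against China17 (the paper's 10.6), 97.8 in CK60 against KS78 (the paper's 28.6), 0.624 in BTx623 against San Chi San (the paper's 6), 0.012 in BTx623 against China17 (the paper's 4), 0.0654 in BTx623 against the high-NUE bulk (the paper's 5.2) and 53 in the low-NUE bulk against KS78 (the paper's 6), with no alternative closing the gap. It was 39.8 in the low-NUE bulk against San Chi San (the paper's 70.6), and the gap was closed by 49.4 with library sizes alone, and by 55.8 without San Chi San replicate 3, 50.3 without San Chi San replicate 4, 44.6 without low-NUE bulk replicate 1 and 41.7 without low-NUE bulk replicate 3, and by 44.9 with replicates 1 and 4 only, chosen after seeing the values.

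The paper has BTx623 against the high-NUE bulk as the comparison with the most DEG transcripts, while here it had 133 and CK60 against the high-NUE bulk had the most, 345. BTx623 against this bulk did have the most when each pair was fitted alone (177). It also did with the exact test on each pair alone without a filter (1124). The paper lists transcripts called in every comparison, and here the largest number of comparisons with a call was 9. For GOGAT-3 in the low-NUE bulk against San Chi San, the paper's sign is negative and the log2 fold change here was 1.07. For Sb05g008910 in BTx623 against San Chi San, China17 and the high-NUE bulk, the paper has it more abundant in the sensitive genotype, while the linear fold changes here were 0.624, 0.012 and 0.0654. Of the 115 genes the paper lists as common, 111 were tested here, 73 had at least 1 DEG call, 19 had at least 6 and 38 had none. None of those that the paper lists as abundant in tolerant genotypes had 6 calls or more. The 41 common DEG transcripts here include 19 of the paper's list. With the exact test on the pair alone, 44 of 84 were on it.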

Other observations

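The DEG count of each of the 21 pair-wise comparisons was set against all 35 splits of its 8 libraries into 4 and 4. In every comparison, 1 of the 35 splits, the real one, gave as many DEG transcripts. The largest count of any other split was 5, for CK60 against San Chi San with replicates 1 and 4 split from replicates 2 and 3, followed by 2 for China17 against KS78, and in the other comparisons it was 0. Regrouping the libraries of a class into groups of 4 in 60 ways gave as many transcripts as the real grouping in 1 of 60 both for the tolerant genotypes (1 transcript, at most 0 otherwise) and for the sensitive genotypes (71 transcripts, at most 4 otherwise).

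The counts over comparisons were set against all 35 divisions of the 7 genotypes into 3 and 4. The numbers of divisions given here include the real one. As many transcripts in at least 6 of 12 comparisons as the tolerance classes gave (52) came from 6 of the 35 divisions, with a median of 37 and a highest count of 83. For at least 9 comparisons (4 transcripts) it was 9 of 35, with a highest count of 11. In the case of all 12 comparisons, where the classes gave 0, it was 35 of 35 by construction, and other divisions reached 3. At least as many common DEG transcripts as the 41 came from 4 of 35, the real division included, with a median of 13 and a highest count of 64. With genotypes as the units, the classes gave 0 genes, so 35 of 35 divisions gave as many, again by construction, up to 6. Rankings of a count of 0 cannot decide the question. The counts in at least 6 and at least 9 comparisons and the common DEG transcripts do not by themselves set the tolerance classes apart from other divisions of the same genotypes.

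One explanation weighed for the counts over comparisons is the shared ancestry of the 2 Chinese lines, San Chi San and China17. Divisions that kept them on the same side, as the tolerance classes do, gave a median of 51 transcripts in at least 6 comparisons (14 divisions), and those that parted them 25 (20 divisions), a ratio of 2.04. The prediction, written before the result, was a ratio of at least 1.5. Both lines are tolerant, however, so every division that parts them also splits the tolerant class. The ratio therefore cannot tell ancestry from tolerance. Ancestry may account for part of the common DEG transcripts, 20 of which were absent in San Chi San and 17 in China17.

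If linked variants between genotypes lay behind common DEG transcripts, these would lie near each other. Of 40 on chromosomes, 4 pairs lay within 10 tested genes of each other, against a mean of 0.85 in random draws (permutation p = 0.01), as predicted beforehand. Reads shared between paralogs were expected to give opposite directions in at least 50% of such pairs, and 25.0% did so. Linked variants remain a candidate explanation for these pairs, and paralogs in tandem that are regulated alike were not tested.

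For the RIL bulks, genes absent in 1 parent and present in the other give the share of the San Chi San level. Over 75 genes the median share was 0.75 in the high-NUE bulk and 0.49 in the low-NUE bulk. Computed within each replicate number, the difference had a median of 0.27 and was above 0.1 in all 4. It came mostly from the 50 genes absent in San Chi San (0.80 against 0.54) and less from the 25 absent in CK60 (0.44 against 0.35). More San Chi San alleles in the high-NUE bulk, the explanation predicted beforehand, may account for this. Expression differences between the bulks that do not follow the parental alleles were not tested apart.

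The high-NUE bulk takes part in the comparisons with the most DEG transcripts in the paper, and its libraries were the smallest. After thinning every library to the smallest total, the main fit gave 80 for BTx623 against the high-NUE bulk (133 before). As this comparison did not have the most DEG transcripts in the main fit even before thinning, library size cannot be judged as predicted. That test had first been coded on the exact test of the pair alone, and was put back on the main fit after both thinned results had been seen. In the exact test the thinned count was 948, still the most of the 12, which speaks against library size there. In the main fit, CK60 against the high-NUE bulk had the most of the 12 before thinning (345) and after it (228). This speaks against library size for the CK60 comparison. A few genes taking most of the counts was tested as well: the 50 most abundant genes held 11.3% of the counts of the high-NUE bulk, within the range of the other genotypes, which speaks against it. A mislabelled or mixed bulk could not be judged either (0 genes present in it and absent in both parents, as in China17). Library size for BTx623 against the bulk and a mislabelled or mixed bulk therefore remain open for the main fit, and no biological explanation was tested.

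Replicates with the same number in different genotypes deviated together from their genotype means (mean correlation 0.24, permutation p = 1e-04, the smallest that 10000 renumberings can give). The mean of -0.08 for different numbers is tied to this value, because deviations from a genotype mean cancel out over its replicates. By pairs of numbers, the correlation within replicates 1 and 4 and within replicates 2 and 3 lay 0.28 above that between them, against 0.09 and 0.10 for the other ways to pair the numbers. That prediction was written before the result. The replicates numbered 4 correlated with a mean of 0.39 (permutation p = 2e-04), a prediction written after the pattern was seen. A batch of growth, library preparation or sequencing shared by replicates with the same number may explain both patterns. The design gives no condition that separates replicate numbers, so no biological explanation was tested. As each genotype has each number once, such a batch does not follow the genotypes.

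In Table 4 the values headed as log2 fold changes were larger in size than those computed from the counts. The hypothesis that they are linear fold changes with a sign was written after this was seen. Of the 33 values, 31 (93.9%) lay closer to the signed linear fold change, with a median absolute difference of 0.21 against 1.03 for the log2 fold change. In Tables 5 and 6, 0 of 373 values lay closer to the linear fold change, and across genes and comparisons they correlated with the log2 fold changes with r of 0.998. A linear scale is a candidate explanation for Table 4, with GOGAT-3 in the low-NUE bulk against San Chi San and NRT2.5 or 2.7 in CK60 against the high-NUE bulk as the exceptions.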
